# Periadventitial β-aminopropionitrile-loaded nanofibers reduce fibrosis and improve arteriovenous fistula remodeling in rats

**DOI:** 10.3389/fcvm.2023.1124106

**Published:** 2023-02-28

**Authors:** Brandon Applewhite, Aavni Gupta, Yuntao Wei, Xiaofeng Yang, Laisel Martinez, Miguel G. Rojas, Fotios Andreopoulos, Roberto I. Vazquez-Padron

**Keywords:** lysyl oxidase, vascular access, perivascular drug delivery, fibrosis, arteriovenous fistula, β-aminopropionitrile, biomaterials

## Abstract

**Background:**

Arteriovenous fistula (AVF) postoperative stenosis is a persistent healthcare problem for hemodialysis patients. We have previously demonstrated that fibrotic remodeling contributes to AVF non-maturation and lysyl oxidase (LOX) is upregulated in failed AVFs compared to matured. Herein, we developed a nanofiber scaffold for the periadventitial delivery of β-aminopropionitrile (BAPN) to determine whether unidirectional periadventitial LOX inhibition is a suitable strategy to promote adaptive AVF remodeling in a rat model of AVF remodeling.

**Methods:**

Bilayer poly (lactic acid) ([PLA)-]- poly (lactic-co-glycolic acid) ([PLGA)] scaffolds were fabricated with using a two-step electrospinning process to confer directionality. BAPN-loaded and vehicle control scaffolds were wrapped around the venous limb of a rat femoral-epigastric AVF during surgery. AVF patency and lumen diameter were followed monitored using Doppler ultrasound surveillance and flow was measured before euthanasia. AVFs were harvested after 21 days for histomorphometry and immunohistochemistry. AVF compliance was measured using pressure myography. RNA from AVF veins was sequenced to analyze changes in gene expression due to LOX inhibition.

**Results:**

Bilayer periadventitial nanofiber scaffolds extended BAPN release compared to the monolayer design (*p* < 0.005) and only released BAPN in one direction. Periadventitial LOX inhibition led to significant increases in AVF dilation and flow after 21 days. Histologically, BAPN trended toward increased lumen and significantly reduced fibrosis compared to control scaffolds (*p* < 0.01). Periadventitial BAPN reduced downregulated markers associated with myofibroblast differentiation including SMA, FSP-1, LOX, and TGF-β while increasing the contractile marker MYH11. RNA sequencing revealed differential expression of matrisome genes.

**Conclusion:**

Periadventitial BAPN treatment reduces fibrosis and promotes AVF compliance. Interestingly, the inhibition of LOX leads to increased accumulation of contractile VSMC while reducing myofibroblast-like cells. Periadventitial LOX inhibition alters the matrisome to improve AVF vascular remodeling.

## Introduction

Since its inception as a routine surgical procedure six decades ago, the establishment of a functional and durable arteriovenous fistula (AVF) has been an elusive task for even the most experienced surgeons. The recurrence of AVF stenosis, before or after access use, poses a tremendous healthcare burden and drastically reduces the quality of life for patients with end stage kidney disease (ESKD). In fact, estimates suggest that only 40% of AVFs mature for dialysis, with a significant portion requiring intervention to facilitate maturation (1). There is still no clinical option to ensure maturation and AVF longevity despite these subpar outcomes.

We previously disclosed a link between postoperative fibrosis and AVF non-maturation (2) which is associated with increased lysyl oxidase (LOX) expression (3). LOX and its analogues, the LOX-like family, catalyze covalent crosslinking of collagen and elastin monomers, the primary constituents of the vascular ECM, to form supramolecular bundles that impart the characteristic biomechanics of healthy vasculature. At the cellular level, ECM properties such as stiffness, composition, and topography influence cell differentiation and migration (4). These signals are either transduced directly *via* integrin-mediated signaling and indirectly *via* sequestration of soluble cytokine mediators. Therefore, LOX may indirectly affect cell behavior by regulating ECM structure. LOX also interacts with extracellular signaling molecules and nuclear transcription factors to directly influence cell phenotype (5). Aberrant LOX activity has been associated with increased in tissue stiffness, fibrosis, and pathological cancer-like microenvironments (3, 6, 7).

Myofibroblasts (MFs) are the premier cellular sources of fibrosis-related ECM components and matrix contraction and are increasingly implicated in surgical restenosis (8–10). Classically, MFs facilitate wound healing by secreting new ECM and forming granulation tissue. However, MFs are dually detrimental to AVF maturation as they contribute to fibrotic remodeling and venous neointimal hyperplasia (VNH), which in combination significantly increase the risk of early failure (2). Vascular MFs arise from diverse lineages *via* differing mechanisms including adventitial fibroblast activation and vascular smooth muscle cell (VSMC) dedifferentiation (11). Differentiation of fibroblasts to MFs is a mechanosensitive process, traditionally associated with increases ECM stiffness (12). Therefore, therapies that attenuate ECM stiffening are a potential strategy to revert the MF phenotype thereby decreasing fibrosis and VNH.

Periadventitial therapies for vascular surgery are predicated on the local application of biomaterials, small-molecule drugs, signaling molecules, gene therapies, and/or cells to the vascular adventitia (13). Compared to systemic or intraluminal delivery, periadventitial treatments target the vascular wall, reduce off-target effects and systemic toxicity, and avoid endothelial damage. They also offer the advantage of prophylactic, intra-operative application to encourage AVF maturation. We previously reported that systemic administration of the LOX inhibitor β-aminopropionitrile (BAPN) increased blood flow and decreased LOX activity determined by reduced collagen crosslinking following AVF creation in rats (3). BAPN binds the active site of LOX, preventing ECM crosslinking (14). In this study, we engineer a periadventitial nanofiber scaffold wrap for directional, controlled BAPN delivery into the AVF venous limb to improve vascular remodeling. We study the effects of periadventitial BAPN inhibition on AVF remodeling and fibrosis by studying the changes in ECM composition and cell phenotypes. We hypothesize that periadventitial BAPN treatment is a viable strategy to indirectly promote adaptive venous remodeling after AVF creation by reducing ECM stiffness, thereby perturbing fibrotic signaling, preserving functional vascular cell phenotypes, and promoting optimal vascular function.

## Materials and methods

### AVF creation in rats

Sprague Dawley rats (200–350 g) of both sexes were purchased from Envigo (Indianapolis, IN). AVFs were created by an end-to-side anastomosis of the epigastric vein to the nearby femoral artery as previously described (15). Briefly, the femoral artery and epigastric vein are dissected and clamped. A 1 mm arteriotomy is created in the side of the artery, and the distal end of the vein is anastomosed to the artery using 10.0 monofilament sutures. BAPN-loaded or vehicle scaffolds (5 mm x 5 mm) were wrapped around the juxta-anastomotic zone of the epigastric vein immediately after AVF creation (Supplementary Figure 1). The surgical success rate was 100%. The 21-day patency rate was 86.2 and 78.5% for the BAPN and vehicle groups, respectively. In total, 47 rats of both sexes underwent surgery for AVF creation and were randomly allocated for histology (*n* = 27), pressure myography (*n* = 12), or RNA sequencing (*n* = 8). Seven animals were excluded from the study because of absence of patency or not being suitable for histology. Flow was measured with a perivascular transit time flowmeter (Transonic Systems Inc., Ithaca, NY) at the time of AVF collection. Animals were euthanized with an overdose of isoflurane and AVF were harvested and stored in 10% formalin for histology or calcium-free physiological saline (PSS) for pressure myography. The Institutional Animal Care and Use Committee at the University of Miami approved all studies.

### Nanofiber fabrication and characterization

Bilayer nanofiber scaffolds were fabricated with a custom-made electrospinning apparatus (16) using a two-stage process (Supplementary Figure 2B). Ester-terminated poly (lactic-co-glycolic acid) [PLGA; (15% w/v, Resomer^®^ RG 504, Sigma-Aldrich)] and poly (–lactic acid) [PLA; (10% w/v, Poly(L-lactide) Sigma Aldrich)] were prepared by stirring in hexafluoroisopropanol overnight. For BAPN-loaded scaffolds, BAPN was added to the PLGA melt before stirring (10% w/w PLGA). Poly-lactic acid (PLA) (Sigma-Aldrich) solutions (10% w/v) were prepared in a similar manner. The perivascular PLA layer (2 mL) was spun first followed by the drug-loaded periadventitial PLGA layer. The PLA solution (2 mL) was loaded into a 5mL syringe with a 22-gauge blunt stainless-steel needle. A 20 kV current was applied to the needle, and the solution was pumped at 2 mL/h using a syringe pump (World Precision Instruments, Sarasota, FL) at a working distance of 15 cm. Nanofibers were collected on an aluminum-wrapped ground. Upon completion of the perivascular layer, the syringe was replaced with a syringe containing the PLGA melt (3 mL), and the voltage was increased to 22 kV. Monolayer controls were prepared in the same manner without the PLA layer. Scaffolds were left in a biosafety cabinet overnight to evaporate excess solvent before cutting into 5 mm × 5 mm pieces yielding scaffolds with 142.5 μg of BAPN/scaffold. Scaffolds were sterilized with ultraviolet light for 10 min. Fiber architecture and diameter was confirmed using scanning electron microscopy (SEM) (JEOL Ltd., Tokyo, Japan) after gold sputter-coating (Supplementary Figures 2C, D).

### BAPN release profile and directional release

PLGA scaffolds (5 mm × 5 mm) were weighed and placed in 1.0 mL of phosphate-buffered saline (PBS) and incubated at 37°C. PBS was collected and replaced with fresh PBS at specified timepoints. The collected PBS was stored at −20°C to determine cumulative BAPN release using high-performance liquid chromatography (HPLC).

For HPLC, a gradient flow (0.5 mL/min) of 60% H2O and 40% methanol was used as the eluent with a C18 column. BAPN peaks were observed at a retention time of 1.80 min using a UV detector (220 nm). The concentration of BAPN was calculated based on a standard calibration curve of the peak integrations. Percent release was calculated as the ratio of the mass of BAPN in the supernatant to the initial mass of BAPN in the PLGA scaffold.

Directional release was determined using a Franz Cell diffusion apparatus (PermeGear, Hellertown, PA). Methylene blue was used as a model compound due to its hydrophilicity and similar molecular weight. Bilayer scaffolds (1 cm × 1 cm) were flipped on either the perivascular (PLA) or periadventitial (PLGA) side and placed across the orifice of the receptor chamber before clamping the donor chamber. Both chambers were filled with PBS, and the PBS from the donor chamber was collected replaced at specified timepoints. The methylene blue concentration was measure using a plate reader at 560 nm. Monolayer scaffolds flipped on either side were used as controls.

### Histology and immunochemistry

After embedding in paraffin, AVFs were sectioned into 5 μms beginning at the anastomosis. Sections were either stained with an Elastin Van Gieson kit (Sigma Aldrich) or Masson’s Trichrome (Polysciences Inc., Warrington, PA) kits according to the manufacturer’s protocol to measure morphometry or fibrosis, respectively. For morphometry, circumferential vessel layers were traced using the elastic laminae as guides. First, the entire vessel cross section was traced and measured. The lumen area was determined by tracing the internal elastic lamina (IEL) and measuring the area. Total wall area (media + adventitia) was calculated by subtracting the lumen area from the cross-sectional area. Neointimal area was determined by tracing any tissue growth beyond the IEL into the lumen. Intimal Growth (I/I + W) was calculated from the ratio of the neointimal area and the combination of the neointimal and wall area. For trichrome quantification, images were deconvoluted into appropriate channels using the FIJI add-on. Percent area was calculated in the blue channel by applying the same threshold to all images.

For immunohistochemical staining, sections were rehydrated by serially immersing them in xylene, alcohol, and water. For cellular markers, antigen retrieval was performed by boiling slides in 10 mM citrate buffer (pH 6.0) for 20 min. ECM proteins were retrieved enzymatically by incubating in proteinase K (20 μg/ml) for 10 min. Sections were blocked for 10 min with Dako Peroxidase block followed with Dako Protein Block for 1 h (Agilent, Santa Clara, CA). AVFs were incubated with primary antibodies overnight at different dilutions. Negative controls were incubated with antibody diluent (DAKO) instead (Supplementary Figure 3). Bound antibodies were detected using the Dako Universal Link kit (Agilent, Santa Clara, CA), and color was developed with AEC Substrate Chromogen for 10 min (Abcam). Nuclei were counterstained with hematoxylin before mounting with aqueous mounting media. Images were acquired using a VisionTek DM01 digital microscope (Sakura Finetek, Torrance, CA). Percentage of positive area was determined using FIJI color deconvolution. For adventitia versus media measurements, a trained, blinded independent observer traced the media or adventitia before calculating the percent area.

### Doppler ultrasound

Doppler ultrasound (Vevo Visualsonic 3100, Fujifilm) was used to serially monitor AVF patency and dilation in animals being used for either histology or pressure myography. Briefly, anesthesia was induced using 5% isoflurane and maintained at 2%. Animals were placed on the platform in supine position and the hair near the epigastric vein was removed. Ultrasound was performed using the MX100 rat probe. The AVF was imaged in C-Mode using a PRF of 5–10 kV. Flow was also recorded in the feeding artery and AVF using the pulse-wave velocity feature. Vessel diameter was measured in the VevoLab software by drawing six lines across the vessel lumen beginning at the anastomosis. The average length was used as the AVF diameter. Percent dilation was determined by comparing the AVF diameter to the epigastric vein.

### Pressure myography

Arteriovenous fistulas were cleaned of fat so the wall could be clearly distinguished. AVFs were then mounted onto the pressure myography apparatus (DMT Model 110P, Danish Myo Technology, Ann Arbor, MI) by securing the proximal and distal segment of the AVF on a pair of steel cannulas (outer diameter: 1200 μm) with surgical nylon sutures. After the distal segment of the vessel was secured, and the vessel length adjusted to eliminate stretch, the intraluminal pressure was raised to 100 mmHg to equilibrate the vessels. The mounted vessels were equilibrated for 30 min at 37°C in calcium-free PSS gassed with a mixture of 95% O2 and 5% CO2, before reducing the intraluminal pressure to 5 mmHg. To obtain the pressure-diameter curve, the internal and external diameters of the AVF, distal to the scaffold, were measured while increasing intraluminal pressure in 5 mmHg increments between 10 and 100 mmHg. The diameters were recorded using the DMT MyoView 4 software (Danish Myo Technology). Distensibility was calculated as % change in diameter at increasing pressures with respect to the diameter at 10 mmHg. The circumferential wall strain and stress were first determined to calculate the incremental elastic modulus (Einc) as previously described (17).

### Bulk RNA sequencing

RNA was extracted using Trizol and treated for DNAse before submitting samples to the University of Miami John P. Hussman Institute for Human Genomics, Center for Genome Technology. Total RNA was quantified and qualified using the Agilent Bioanalyzer to have an RNA integrity score > 5. Then 500 ng of total RNA was used as input for the Illumina TruSeq Stranded Total RNA Library Prep Kit with Ribo-Zero to create ribosomal RNA–depleted sequencing libraries. Each sample was sequenced to more than 40 million raw reads on the Illumina NextSeq500. Raw counts were normalized by Log_2_ fold change using the Deseq plug-in in R Studio. Genes with a base mean < 100 were excluded from analysis. Volcano plots were constructed using GraphPad Prism. Gene Ontology Pathway Analysis was used to identify differentially expressed pathways. The heat map and dot plot were generated in R studio.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism version 9 for Windows (GraphPad Software, San Diego, CA). Normally distributed data were compared using unpaired *t*-tests with Welch’s correction and expressed as mean ± SD. A *p*-value < 0.05 was considered significant.

## Results

### Bilayer nanofiber scaffolds exhibit sustained and directional release

Periadventitial biomaterials localize therapeutics to the vascular wall following AVF creation. Directional delivery has emerged as a prerequisite feature for periadventitial biomaterials to maximize their therapeutic effects as it ensures high concentrations within the vascular wall, prevents therapeutic loss into the perivascular space, and thereby reduces off-target effects (18). We electrospun nanofibrous BAPN-loaded scaffolds that can be placed directly over the venous limb following AVF creation, supporting the vein and providing sustained BAPN release. These scaffolds were fabricated to have a two-layer design (bilayer) comprised of an outer slow-degrading PLA layer and inner adventitia-contacting BAPN-loaded PLGA layer to facilitate directional release compared to our previous design (monolayer) (3) (Figure 1A). To confirm directional release, we utilized a Franz Diffusion chamber which is commonly used to study the diffusion of molecules through membranes, allowing us to quantify the amount of drug being released from the inner and outer surfaces of our scaffolds. Importantly, the bilayer design only released its load from the adventitia-contacting “drug layer” while the monolayer design had similar release from both the perivascular and periadventitial interfaces (Figures 1B, C). Bilayer scaffolds attenuated the initial burst release seen in monolayer scaffolds, releasing only 20% of its load in the first 3 days compared to almost 60% with the monolayer (*p* < 0.05) (Figure 1D). Also, the bilayer design had a slower release profile, extending BAPN release over 6 weeks while the monolayer scaffolds were completely degraded by 1 month.

**FIGURE 1:**
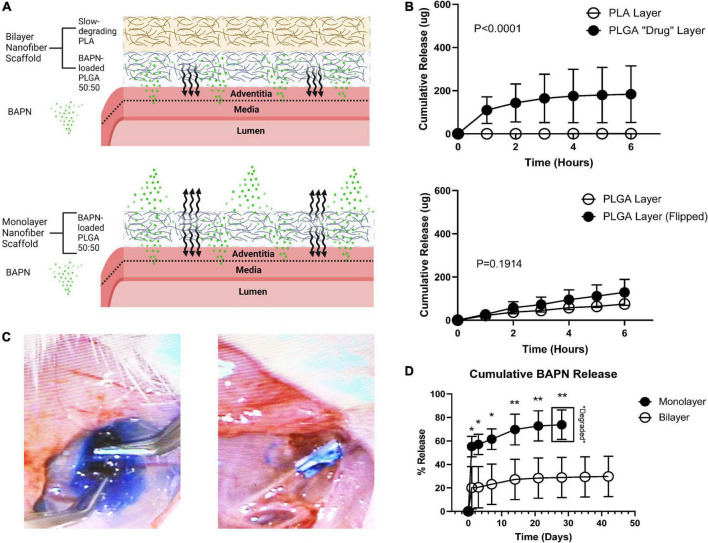
Periadventitial bilayer nanofibers confer controlled BAPN release. **(A)** Bilayer wraps (top) were fabricated using a slow-degrading PLA perivascular layer followed by a drug-loaded periadventitial PLGA layer to confer directional BAPN delivery into the venous adventitia. Made with Biorender.com **(B)** release of methylene blue dye from the perivascular and periadventitial interfaces (*n* = 3) of bilayer and monolayer nanofiber wraps in a Franz Diffusion Cell. Bilayer wraps only released dye from the periadventitial PLGA “drug” layer (*p* < 0.001) (top) while there was no difference in release between the perivascular and periadventitial interfaces in monolayer wraps (*p* = 0.1914) (bottom). **(C)** Release of methylene blue from monolayer (left) and bilayer (right) nanofiber scaffolds *in vivo*. **(D)** Cumulative release of BAPN from monolayer and bilayer scaffolds. Monolayer nanofiber scaffolds had a tremendous burst release and were completely degraded at day 28. Bilayer scaffolds sustained release over 6 weeks (Each dot represents four replicates. *p < 0.05, **p < 0.01, unpaired *t*-test).

### Periadventitial BAPN delivery improves AVF outward remodeling

β-aminopropionitrile and vehicle bilayer scaffolds were wrapped around the juxta-anastomotic zone of the outflow vein immediately after AVF creation. We employed ultrasound to monitor patency and dilation throughout the time of the study. All surgeries were successful, and animals remained alive until euthanasia. The BAPN group had increased lumen dilation compared to vehicle controls at day 14 (185.9% vs. 135.5%; *p* < 0.005) and day 21 (214.2% vs. 135.5%; *p* < 0.005) (Figure 2A). The BAPN-treated group continued to dilate over 3 weeks while vehicle-treated AVFs reached peak dilation at day 7. To further investigate the effects of treatment on AVF remodeling, we conducted histomorphometric analysis using EVG staining to delineate the vessel layers. Both BAPN and vehicle scaffolds led to AVFs with open lumens (Figure 2B). However, BAPN increased flow in outflow veins at the time of sacrifice (29.08 ml/min vs. 15.94 ml/min; *p* < 0.05) (Figure 2C). Treatment with BAPN scaffolds showed a trend toward reduced VNH compared to vehicle controls while there was no difference in lumen or wall area (Figures 2D–F). However, there was a significant difference in lumen area between AVFs treated with BAPN scaffolds and AVFs without any intervention (Supplementary Figure 4). In all, these data show that periadventitial LOX inhibition improves AVF remodeling yielding a high flow, dilated access without jeopardizing wall remodeling.

**FIGURE 2:**
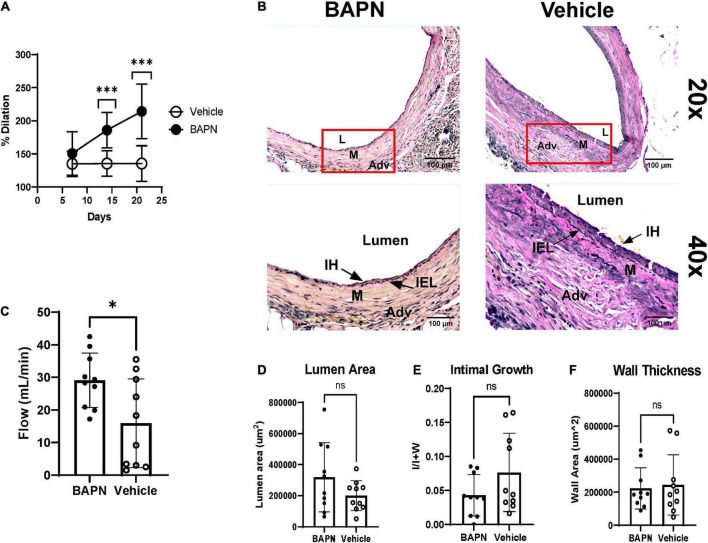
Dilation, flow, and histomorphometry of AVFs after 21 days. **(A)** Lumen dilation of AVFs over 21 days. (Top) BAPN treatment led to a significant increase in dilation at days 14, and 21 compared to vehicle controls (Each dot is ten replicates. ^***^p < 0.005, unpaired *t*-test). **(B)** Representative images of AVFs stained with Elastin Van Gieson at day 21. Top images are at 20× magnification. Bottom images are 40× magnification. Scale bar = 100 μm (Adv, adventitia; M, media; IH, intimal hyperplasia; L, lumen). **(C)** Venous flow at 21 days. BAPN significantly increased AVF flow (29.08 ml/min vs. 15.94 ml/min; *n* = 10, *p < 0.05, unpaired *t*-test). **(D–F)** Lumen area (*p* = 0.1474) **(D)**, venous intimal hyperplasia (*p* = 0.1254) **(E)**, and wall area (ns) **(F)** were determined by tracing the lumen, internal elastic lamina, media, and adventitia.

### Periadventitial LOX inhibition reduces postoperative fibrosis and improves compliance

After demonstrating the impact of bilayer BAPN nanofiber scaffolds on AVF outward remodeling, we measured their impact on postoperative fibrosis at 21 days. BAPN-treated AVFs had a significant reduction in fibrosis in the entire wall (*p* < 0.01) (Figures 3A, B). To further understand the impact of periadventitial LOX inhibition with bilayer BAPN nanofiber scaffolds, we measured fibrosis per vessel layer. BAPN scaffolds specifically reduced fibrosis in the adventitia layer (*p* < 0.05) and not the medial layer (Figure 3B). To determine the functional impact of reduced fibrosis, we measured AVF compliance using pressure myography. BAPN-treated AVFs had a significant increase in distensibility (Figure 3C) which was associated with reduced Einc, a pressure-dependent metric of vascular stiffness (Figure 3D), indicating that periadventitial BAPN treatment is effective at preventing fibrotic stiffening and promoting venous compliance.

**FIGURE 3:**
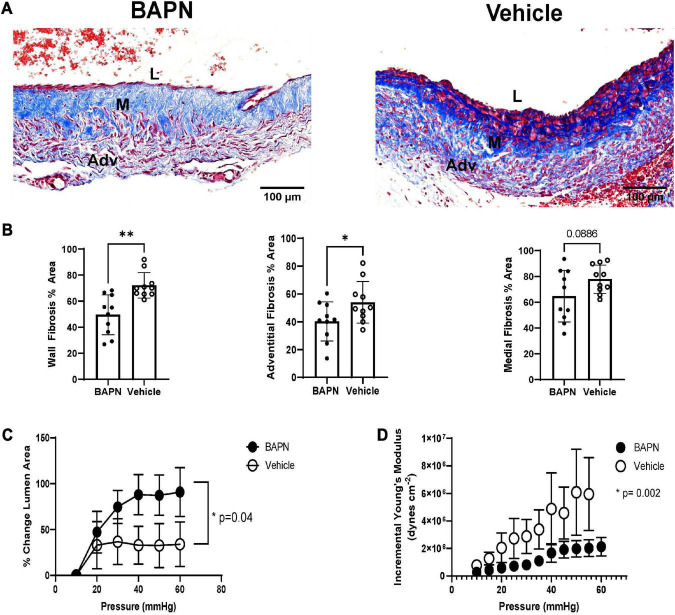
AVF fibrosis and compliance after 21 days. **(A)** Masson’s Trichrome staining of BAPN and vehicle AVFs. Scale bar = 100 μm (Adv, adventitia; M, media; L, lumen). **(B)** BAPN significantly reduced trichrome staining throughout the entire wall and the adventitia while the difference between medial collagen content did not reach significance at 21 days (*n* = 10; *p < 0.05, ^**^p < 0.01, unpaired *t*-test). Pressure myography showed BAPN treatment increased distensibility **(C)** (*p* < 0.05, unpaired *t*-test) while reducing incremental young’s modulus (*p* < 0.005, unpaired *t*-test) **(D)**.

### Periadventitial LOX inhibition does not alter fibrous ECM composition

The ECM plays a significant role in tissue biomechanics and cell differentiation (4, 19). It has also been shown to play an important role in AVF maturation in mice and humans (20, 21). LOX activity controls ECM gene expression and therefore may affect the ECM composition (22). Accordingly, we used immunohistochemistry to quantify key ECM proteins involved in vascular remodeling. Fibronectin, a scaffolding protein involved in collagen deposition and cell-ECM interactions, trended toward significant reduction at day 21 for BAPN treated AVFs while there was no difference in the amounts of collagen I and collagen III at day 21 (Figure 4). Elastin also trended toward a significant increase in the BAPN group at 21 days (*p* = 0.09). In all, these findings suggest that periadventitial LOX inhibition has little impact on the overall composition of the ECM and changes in tissue biomechanics result from a change in ECM crosslinking and organization rather than composition.

**FIGURE 4:**
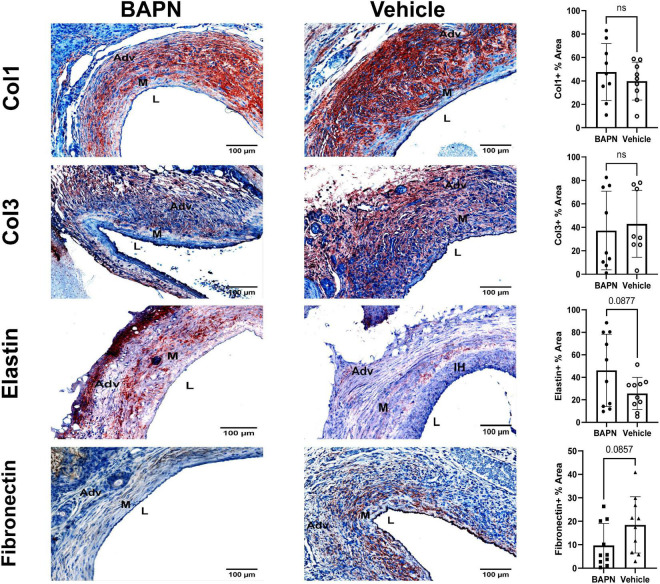
Effects of BAPN-releasing nanofibers on ECM composition. **(First Row)** representative Col1 immunohistochemistry images of BAPN and vehicle AVFs on day 21. There was no difference in Col1 % area at day 21. **(Second Row)** Representative Col3 immunohistochemistry images of BAPN and vehicle AVFs on day 21. There was no difference in Col3 % area at day 21. **(Third Row)** Representative elastin immunohistochemistry images of BAPN and vehicle at day 21. Elastin % area showed an increasing trend on day 21. **(Fourth Row)** Representative fibronectin immunohistochemistry images of BAPN and vehicle at day 21. Fibronectin % area trended toward reduction in the BAPN group. Scale bar = 100 μm (Adv, adventitia; M, media; L, lumen; IH, intimal hyperplasia).

### Periadventitial LOX inhibition modulates myofibroblast differentiation and reduces profibrotic markers

To assess the effects of LOX inhibition on the ECM with changes in cellular phenotypes, we performed a series of stains to distinguish VSMC and MF phenotypes. By day 21, there was a significant reduction of SMA in the BAPN group (Figure 5). The BAPN group had primarily medial SMA expression while there was a high number of SMA + cells in the adventitia of the vehicle group at day 21. Myh11 expression tended to align with SMA in the BAPN group and was significantly increased at day 21. Further analysis showed there was an increase in medial Myh11, indicating that the treatment was protective of contractile VSMC. BAPN-treated AVFs had a significant decrease in FSP-1 which could be observed throughout the vessel wall. In all, these results suggest that periadventitial LOX inhibition using BAPN-loaded nanofibers attenuates cell differentiation into MFs and promotes a contractile VSMC phenotype.

**FIGURE 5:**
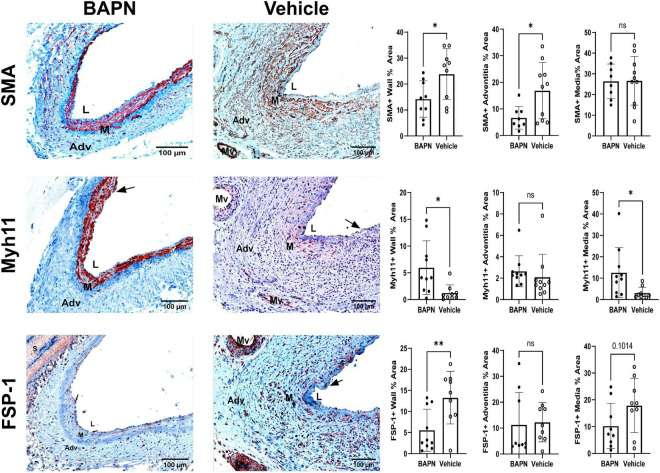
Periadventitial lOX inhibition promotes a contractile SMC phenotype. **(First Row)** Representative SMA immunohistochemistry images of BAPN **(left)** and vehicle **(right)** AVFs on day 21. SMA + % area was significantly reduced in the entire wall and adventitia at day 21 (*p < 0.05, unpaired *t*-test). **(Second Row)** Representative MYH11 immunohistochemistry images of BAPN **(left)** and vehicle **(right)** AVFs on day 21. BAPN AVFs had increased MYH11 + staining in the entire wall and media at day 21 (*p < 0.05, unpaired *t*-test). **(Third Row)** Representative FSP-1 immunohistochemistry images of BAPN **(left)** and vehicle **(right)** AVFs on day 21. FSP-1+ % area was significantly reduced in the BAPN group at day 21 (^**^p < 0.01). Scale bar = 100 μm (Adv, adventitia; M, media; Mv, microvessel; L, lumen, arrows show intimal hyperplasia).

Fibrosis is characterized by increased LOX and TGF-β which are both associated with AVF non-maturation (3, 23). Being that MFs are known to also express LOX (24), we checked for differences in LOX expression due to LOX inhibition with BAPN scaffolds. LOX expression was significantly reduced by day 21 in the BAPN group (Figure 6) while LOX + cells populated the entire wall including the neointima in the vehicle group. TGF-β is known to induce MF differentiation, leading to fibrosis (25). TGF-β expression was significantly reduced at day 21 in the BAPN group. These results indicate that periadventitial LOX inhibition may reduce fibrosis by attenuating expression of LOX and TGF-β.

**FIGURE 6:**
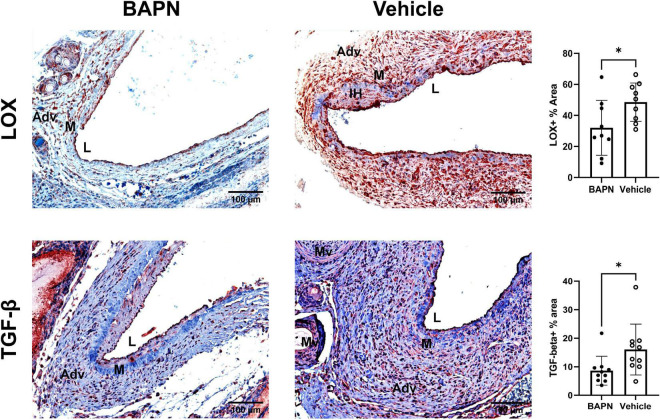
Periadventitial LOX inhibition reduces profibrotic markers. **(Top Row)** Representative LOX immunochemistry images of BAPN **(left)** and vehicle **(right)** AVFs on day 21. LOX+ % area was significantly reduced in the BAPN group by day 21 (*p < 0.05, unpaired *t*-test, *n* = 9). **(Bottom Row)** Representative TGF-β immunohistochemistry images of BAPN **(left)** and vehicle **(right)** AVFs on day 21. TGF-β % area was significantly reduced at day 21 (*p < 0.05, unpaired *t*-test). Scale bar = 100 μm (Adv, adventitia; M, media; Mv, microvessel; L, lumen).

### BAPN alters matrisome gene expression

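Outflow veins of 8 rats were sequenced 21 days after AVF creation. 4 rats had received BAPN scaffolds (3 females and 1 male) and 4 had received vehicle scaffolds (2 females and 2 males). BAPN, β-aminopropionitrile, inhibits the lysyl oxidases that crosslink collagen and elastin, and the vehicle scaffold carried no BAPN. The authors depleted ribosomal RNA from total RNA, prepared stranded libraries, and deposited the number of reads counted on each of 32623 rat Ensembl genes in each animal, without normalization. The paper's text does not name the aligner, the counting tool or the genome build. The total count per library ranged from 45039451 to 52241007 in the BAPN group (median 48799531.5) and from 19548203 to 22442050 in the vehicle group (median 21466794.5). All values here use the reads counted on genes, which is another measure than the raw reads of the methods. The lowest BAPN total was 2.01 times the highest vehicle total, so library size separated the groups completely (exact two-sided permutation test of log2 totals, p = 0.0286, the smallest p that 4 rats against 4 allow). A difference in library preparation or sequencing that followed the groups cannot be told apart from the treatment. The counts were normalized with the TMM method, and the groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes (FDR), without covariates. The paper's methods name a DESeq plug-in, and DESeq2 was run beside edgeR. As in the methods of the paper, only genes with a base mean of at least 100 were tested, which left 11682 genes that held between 99.5% and 99.66% of the counts in each library. Expression is given as normalized counts scaled to a common library total (CPM), as mean ± SD over the 4 rats of a group. Log2 fold changes are of BAPN against vehicle. The standard error printed beside that of a gene over all 8 rats is from limma-voom, and values from alternatives and medians of lists are given without one.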

To further understand the effects of periadventitial LOX inhibition using BAPN on AVF remodeling, we performed bulk RNA sequencing on outflow veins from rats treated with BAPN and vehicle scaffolds. The volcano plot shows there was a total of 2629 differentially expressed genes (FDR < 0.05). Of these, there were 157 genes that were upregulated log2 fold > 1.0 and 532 genes that were downregulated log2 fold < −1.0 (Figure 7A). 

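Among the 11682 tested genes, edgeR called 1957 at an FDR below 0.05, 876 with higher and 1081 with lower expression in BAPN-treated veins. For 1797 of these genes, all 4 BAPN libraries lay on one side of all 4 vehicle libraries. Such complete separation was seen in 2880 tested genes, or 24.7%, against the 2.86% that chance gives for 4 rats against 4. DESeq2 on the same genes called 3202, including 1955 of the 1957 genes called by edgeR. With sex as a covariate edgeR called 930 genes, and among females alone, 3 BAPN against 2 vehicle rats, it called 89. With each rat left out in turn, the number ranged from 397 without Vehicle 1 to 2215 without Vehicle 2. It was 745 without BAPN 3, 856 without BAPN 4, 963 without Vehicle 4, 1210 without Vehicle 3 and 1224 without BAPN 2. In simulated counts with the same library sizes and 200 genes changed by 1.5 on the log2 scale, edgeR recovered 176 of the 200 with 5 false calls, and DESeq2 recovered 189 with 46 false calls.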

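Of the genes called by edgeR, 122 had a log2 fold change above 1 and 472 had one below -1. Without Vehicle 1 these numbers were 45 and 170, without BAPN 3 they were 69 and 233, and without Vehicle 4 they were 72 and 283. Without BAPN 4 the number below -1 also fell by more than 1.5 times. After the chemokine Cxcl11, the named genes with the largest increases and no overlap between the groups were Llph (log2 fold change 2.38, standard error 0.30, FDR 0.00291), Snrpg (2.22, standard error 0.33, FDR 0.00241), Lilrc2 (2.16, standard error 0.50, FDR 0.0142) and Cxcl10. Snrpg was at 14.2 ± 3.93 CPM (SD, n = 4) with BAPN and 3.04 ± 0.255 CPM (SD, n = 4) with vehicle. Both Llph and Snrpg were among 39 genes with a gap of at least 2 times between all libraries of the groups. Genes without an approved symbol were frequent among the 39, and reads of near-identical copies counted differently between the groups are a candidate explanation. For Llph and Snrpg this and an effect of BAPN both remain open. Among the larger decreases was that of the estrogen receptor gene Esr1 (log2 fold change -2.65, standard error 0.37, FDR 0.00589), which fell from 7.72 ± 2.28 CPM to 1.23 ± 0.414 CPM (SD, n = 4 in each group). Others were those of Gpc3 (-2.40, standard error 0.60, FDR 0.0244) and Kcnk3 (-2.37, standard error 0.40, FDR 0.00962). Gpc3 was at 72.9 CPM in Vehicle 1 against 8.26 to 22.7 CPM in the other vehicle libraries, and its log2 fold change without Vehicle 1 was -1.55. Gpc3 lost its call without BAPN 2 (FDR 0.0507), BAPN 3 (FDR 0.0686) or BAPN 4 (FDR 0.0562), and Lilrc2 without Vehicle 1 (FDR 0.0504). With the replicate number as a block neither was called (FDR 0.0652 and 0.0505). Among females alone neither Lilrc2 (2.85, FDR 0.0587) nor Kcnk3 (-2.45, FDR 0.0586) was called, although both log2 fold changes were larger in size than over all rats.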

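Matrisome genes, which encode the extracellular matrix (ECM) and proteins that bind or modify it, were taken by symbol from 7 families, since the paper's text does not name its list. Of 456 such genes tested, edgeR called 93 (20.4%), 26 with higher and 67 with lower expression in BAPN-treated veins. Among the other 11226 genes, 1864 (16.6%) were called (odds ratio 1.29, Fisher's exact test, two-sided p = 0.0404). With the FDR adjusted over the list alone, 112 matrisome genes were called. DESeq2 called 160 of the 456. Under DESeq2 the odds ratio was 1.45 (Fisher's exact p = 0.000262). The exact p was above 0.05 without BAPN 1 (0.175), BAPN 3 (0.171), BAPN 4 (0.169) or Vehicle 1 (0.087). With the replicate number as a block the odds ratio was 1.22 (Fisher's exact p = 0.313). The number of called matrisome genes was 22 without Vehicle 1, 36 without BAPN 3, 41 without BAPN 4, 59 without Vehicle 4, and 61 without BAPN 1 and also without Vehicle 3. The median log2 fold change over all 456 genes was -0.30, against 0.03 for the other genes, and it was -0.15 without Vehicle 4. The decrease was broadest among laminins and other basement membrane genes, where all 17 were lower and 8 were called (median -0.93). Among ECM glycoproteins, 60 of 69 were lower and 17 were called (median -0.68). Of 28 collagen genes, 26 were lower and 3 passed the threshold, namely Col6a6, Col28a1 and Col4a4 (median -0.73). ECM regulators (14 of 108 called), ECM-affiliated proteins (23 of 89 called) and secreted factors (26 of 133 called) held genes changed in both directions, and 2 of 12 proteoglycans were called.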

Further analysis revealed differential expression of matrisome genes (Figures 7B, C), suggesting BAPN affects AVF remodeling by perturbing the ECM structure and related signaling pathways. 

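Col1a1 (ENSRNOG00000003897) was at 13486 ± 2723 CPM with BAPN and 27009 ± 15999 CPM with vehicle (SD, n = 4 in each group). Its log2 fold change was -1.00 (standard error 0.41, FDR 0.118 in edgeR), and the groups overlapped (exact two-sided permutation test, p = 0.143). Col3a1 (ENSRNOG00000003357) was at 13972 ± 3017 CPM with BAPN and 24931 ± 10923 CPM with vehicle, a log2 fold change of -0.84 (standard error 0.35, FDR 0.119, exact permutation p = 0.114). DESeq2 called both genes, with an FDR of 0.0279 for Col1a1 and 0.0273 for Col3a1. The vehicle spread came largely from Vehicle 4, at 48902 CPM for Col1a1 and 39548 CPM for Col3a1. Without that rat the log2 fold changes were -0.55 and -0.52. Without Vehicle 2 edgeR called both genes (FDR 0.0429 for Col1a1 and 0.0492 for Col3a1), and over the 8 fits that left out 1 rat the largest FDRs were 0.274 and 0.256. Among females alone the log2 fold changes were -0.17 and -0.31.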

The LOX substrates *Cola1* and *Col3a1* were both downregulated, but not less than log2 fold < −1.0 (log2 fold −0.919 and log2 fold −0.806, respectively). However, *Col6a6*, *Col28a1*, *Col14a1*, *Col4a3*, *Col4a5*, and *Col15a1* were all strongly downregulated. 

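2 of these 6 collagens passed the threshold in edgeR. Col6a6 (ENSRNOG00000023007) was at 10.0 ± 4.26 CPM with BAPN and 48.0 ± 16.4 CPM with vehicle (SD, n = 4 in each group), a log2 fold change of -2.26 (standard error 0.35, FDR 0.00922). Col28a1 (ENSRNOG00000033618) was at 1.57 ± 0.551 and 5.49 ± 2.13 CPM, a log2 fold change of -1.80 (standard error 0.39, FDR 0.019). Every BAPN rat was below every vehicle rat for both genes, as well as for Col4a3 and Col4a5 (exact two-sided permutation test, p = 0.0286 for each gene). Col4a3 (-2.11, standard error 0.69, FDR 0.0673) and Col4a5 (-1.47, standard error 0.48, FDR 0.0605) did not reach an FDR of 0.05. Nor did Col14a1 (-1.28, standard error 0.40, FDR 0.0542) or Col15a1 (-1.33, standard error 0.46, FDR 0.072), whose groups overlapped. DESeq2 called all 4, with FDRs between 0.00507 (Col14a1) and 0.015 (Col15a1). With each rat left out in turn, the log2 fold change of Col6a6 stayed between -2.56 and -2.06 and that of Col28a1 between -2.02 and -1.57. Col6a6 was called in all 8 of these fits, and Col28a1 lost its call without Vehicle 1 (FDR 0.0579) and with the replicate block (FDR 0.0526). Neither was called among females alone (log2 fold change -1.83, FDR 0.0871 for Col6a6 and -1.74, FDR 0.12 for Col28a1). Col14a1 was called without Vehicle 2 (FDR 0.0259) and, just below the threshold, with total counts only (log2 fold change -1.31), and it had a log2 fold change of -0.89 without Vehicle 4. Col4a5 was called without BAPN 2 (FDR 0.0334).

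**Figure D1:**
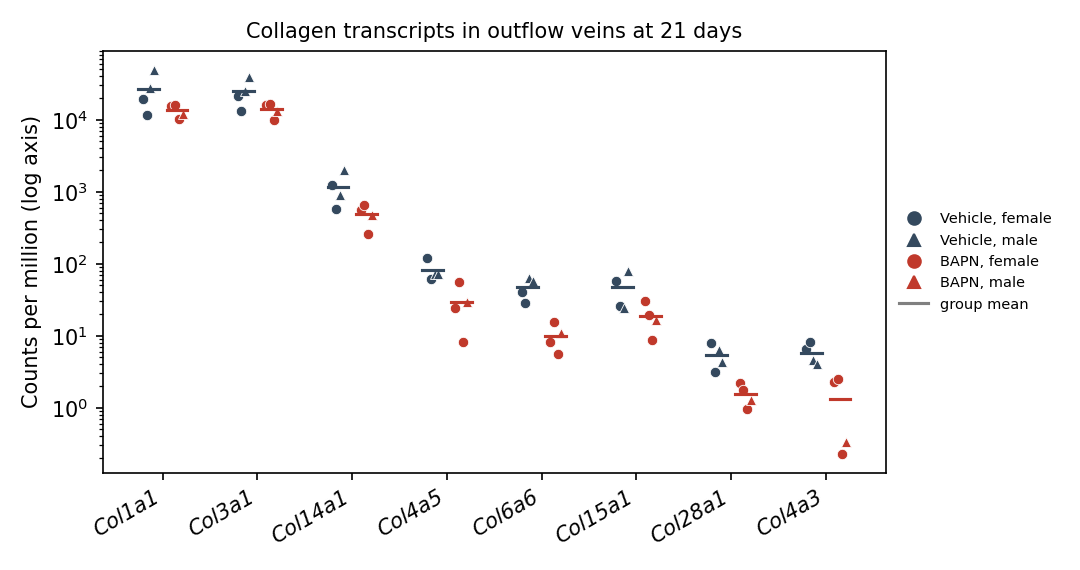
Normalized CPM (log axis) of 8 collagen genes in each of the 4 vehicle and 4 BAPN rats, with the sex of the rat as the symbol and the group mean as a line. Col6a6 is the gene with the clearest gap, at 5.54 to 15.5 CPM with BAPN and 28.8 to 64.4 CPM with vehicle, while the groups overlap for Col1a1, Col3a1, Col14a1 and Col15a1.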

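Tgfb1 (ENSRNOG00000020652) was at 360 ± 45.6 CPM with BAPN and 404 ± 114 CPM with vehicle (SD, n = 4 in each group). Its log2 fold change was -0.16 (standard error 0.22, FDR 0.601 in edgeR and 0.574 in DESeq2), the groups overlapped, and without Vehicle 2 the value was 0.01. Tgfb1i1 (ENSRNOG00000019965), the TGF-β1 induced transcript listed in Supplementary Table 1, was at 71.0 ± 12.0 and 127 ± 30.5 CPM. The log2 fold change was -0.83 (standard error 0.18, FDR 0.0205). Among the receptors, Tgfbr2 (ENSRNOG00000013265) was at 252.5 ± 59.9 and 415 ± 72.4 CPM, a log2 fold change of -0.72 (standard error 0.20, FDR 0.0424). Tgfbr3 (ENSRNOG00000002093) was at 111 ± 24.5 and 212 ± 44.7 CPM, a log2 fold change of -0.93 (standard error 0.20, FDR 0.0199). Every BAPN rat was below every vehicle rat for Tgfb1i1 and both receptors (exact two-sided permutation test, p = 0.0286). Tgfb1i1 lost its call without BAPN 3 (FDR 0.0577) or BAPN 4 (FDR 0.0516), and Tgfbr3 without BAPN 3 (FDR 0.0542), BAPN 4 (FDR 0.0505) or Vehicle 1 (FDR 0.0583). Tgfbr2 kept its call without BAPN 1 or Vehicle 2 only, with an FDR up to 0.111 (without Vehicle 1). Its direction was the same in all 8 fits that left out 1 rat. Tgfbr2 was not called with sex as a covariate (FDR 0.0819), with filterByExpr (FDR 0.0511) or without a filter on low counts (FDR 0.0636), nor Tgfb1i1 with the replicate block (FDR 0.0592). Among females alone none of the 3 was called (FDR 0.131 to 0.138), with log2 fold changes of -0.56 for Tgfb1i1, -0.80 for Tgfbr2 and -0.86 for Tgfbr3.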

The TGF-β gene, *Tgfb1* (log2 fold −0.836) and its receptors *Tgfbr2* (log2 fold −0.722) and *Tgfbr3* (log2 fold −0.918) were significantly downregulated (FDR < 0.05). In addition, secreted factors *Gdf10*, *Igf2*, *Tgfb3*, *Fgf16*, and *Fgf10* were substantially downregulated in addition to the ECM complexes latent transforming growth factor binding protein (LTBP) *Ltbp4* and insulin growth factor binding protein *Igfbp5* (log2 fold < −1.0, FDR < 0.05). 

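All 7 genes passed the threshold in edgeR with lower expression in BAPN-treated veins. Gdf10 was at 12.0 ± 1.48 CPM with BAPN and 53.8 ± 26.2 CPM with vehicle (SD, n = 4 in each group), a log2 fold change of -2.17 (standard error 0.35, FDR 0.00876). Ltbp4 fell from 353 ± 92.1 to 119 ± 25.0 CPM (log2 fold change -1.57, standard error 0.23, FDR 0.00863) and Igfbp5 from 829 ± 240 to 282 ± 75.5 CPM (-1.56, standard error 0.25, FDR 0.0111). Igf2 was at 7.77 ± 2.44 and 28.2 ± 13.0 CPM (-1.86, standard error 0.35, FDR 0.0142). These 4 genes were called in all 8 fits that left out 1 rat. Fgf16 (-1.18, standard error 0.31, FDR 0.0352) and Fgf10 (-1.26, standard error 0.37, FDR 0.044) were at 3.75 and 3.47 CPM with BAPN and 8.50 and 8.32 CPM with vehicle. Fgf16 kept its call without Vehicle 2 only (largest FDR 0.0789, without BAPN 4), and Fgf10 without Vehicle 3 only (largest FDR 0.12, without Vehicle 1). Tgfb3 (-1.41, standard error 0.35, FDR 0.0318) was at 200 CPM in BAPN 2 and at 80.6 to 89.2 CPM in the other BAPN rats. It kept its call without BAPN 2 or Vehicle 2 only (largest FDR 0.0897, without BAPN 3), with log2 fold changes from -1.84 to -1.24. Sex as a covariate removed the calls of Fgf16 (FDR 0.0878), Fgf10 (FDR 0.0647) and Tgfb3 (FDR 0.0816). The replicate block removed the same 3 and that of Igfbp5 (FDR 0.0536), and without a filter on low counts Fgf10 was not called (FDR 0.0573). Among females alone Gdf10 was called (FDR 0.0468) and the other 6 genes were not (FDR 0.0746 to 0.255). The log2 fold changes of these 6 ranged from -1.62 (Fgf10) to -0.67 (Fgf16).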

Alternatively, BAPN significantly enriched genes pertaining to immune signaling, especially immune cell migration, including members of the CXC family *Cxcl9*, *Cxcl10*, *Cxcl11*, *Cxcl13*, and *Cxcl16* and Il18 suggesting BAPN enables improved immune trafficking and T cell chemotaxis. 

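Cxcl11 (ENSRNOG00000022298) showed the largest log2 fold change among called genes with a symbol and no overlap between the groups, rising from 1.40 ± 1.35 CPM with vehicle to 12.0 ± 4.92 CPM with BAPN (SD, n = 4 in each group). The log2 fold change was 3.11 (standard error 0.95, FDR 0.0247), and the call was lost without BAPN 2 (FDR 0.0506), BAPN 4 (FDR 0.0517) or Vehicle 1 (FDR 0.0583). Cxcl10 rose from 17.1 ± 9.36 to 68.6 ± 46.3 CPM (log2 fold change 2.01, standard error 0.58, FDR 0.0371), with 138 CPM in BAPN 2. Cxcl10 kept its call without Vehicle 4 only, and without BAPN 2 its log2 fold change was 1.40 (FDR 0.0747, the largest of the 8 fits). It was not called with sex as a covariate (FDR 0.0649) or the replicate block (FDR 0.0701) either. Il18 rose from 22.9 ± 8.14 to 56.8 ± 5.81 CPM (1.31, standard error 0.23, FDR 0.0137) and was called in all 8 fits that left out 1 rat. Cxcl11 (log2 fold change 3.37, FDR 0.0964), Cxcl10 (2.84, FDR 0.103) and Il18 (1.40, FDR 0.0915) were not called among females alone. Each of these log2 fold changes was larger than over all rats. Cxcl16 did not reach an FDR of 0.05 in edgeR (0.91, standard error 0.31, FDR 0.0541), although every BAPN rat was above every vehicle rat, and it was called without Vehicle 2 (FDR 0.034). For Cxcl13 (1.48, standard error 0.55, FDR 0.0762) and Cxcl9 (0.99, standard error 0.44, FDR 0.105) the groups overlapped. Cxcl13 was at 182 CPM in BAPN 4, the male of that group, and at 617 to 727 CPM in the females, and it was called without BAPN 4 (FDR 0.0483) or Vehicle 2 (FDR 0.0233). DESeq2 called Cxcl9, Cxcl13 and Cxcl16, with FDRs of 0.0483, 0.0127 and 0.0101.

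**Figure D2:**
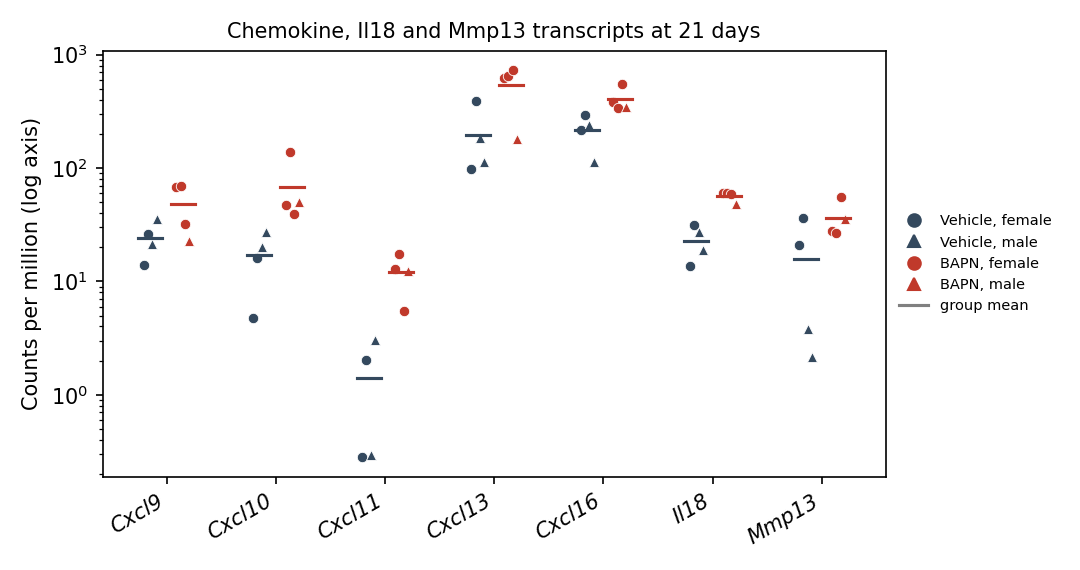
Normalized CPM (log axis) of 5 CXC chemokine genes, Il18 and Mmp13 in each of the 4 vehicle and 4 BAPN rats, with the sex of the rat as the symbol and the group mean as a line. Il18 shows a narrow BAPN group at 48.2 to 60.8 CPM, and Mmp13 shows the vehicle males at 3.83 and 2.15 CPM and the vehicle females at 20.9 and 36.4 CPM.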

The matrix metalloprotease (MMP) family plays a crucial role in ECM remodeling, especially after AVF creation. 

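Mmp13 (ENSRNOG00000008478) was at 36.4 ± 13.2 CPM with BAPN and 15.8 ± 16.1 CPM with vehicle (SD, n = 4 in each group). It had a log2 fold change of 1.20 (standard error 0.69), the groups overlapped (exact two-sided permutation test, p = 0.143), and neither edgeR (FDR 0.264) nor DESeq2 (FDR 0.304) called it. DESeq2 with sex as a covariate, chosen after seeing the data, did (log2 fold change 1.52, FDR 0.0492). The vehicle females were at 20.9 and 36.4 CPM and the vehicle males at 3.83 and 2.15 CPM, while the BAPN rats lay between 26.9 and 55.3 CPM. Among females alone the log2 fold change was 0.36, and without Vehicle 2 it was 2.02. Mmp28 fell from 11.4 ± 0.973 to 3.07 ± 1.93 CPM (-1.88, standard error 0.34, FDR 0.017) and Mmp17 from 14.7 ± 5.21 to 5.81 ± 2.46 CPM (-1.33, standard error 0.35, FDR 0.0342). Every BAPN rat was below every vehicle rat for both genes. Mmp28 lost its call without Vehicle 1 (FDR 0.0527), and Mmp17 kept it without BAPN 2 or Vehicle 2 only (largest FDR 0.0823, without Vehicle 1). Mmp15 had a log2 fold change of -1.05 (standard error 0.33) with an FDR of 0.0599 in edgeR and 0.0138 in DESeq2, and edgeR called it without Vehicle 2 (FDR 0.0377). The files list the gene whose base mean, 173.2, is the one printed for Mmp11 in Supplementary Table 1 under the name LOC103694874. It had a log2 fold change of -1.12 (standard error 0.31, FDR 0.0393) and kept its call without Vehicle 2 only (largest FDR 0.103, without Vehicle 1). Neither Mmp17 nor this gene was called with sex as a covariate (FDR 0.0749 and 0.0833) or with the replicate block (FDR 0.0789 and 0.103), and without a filter on low counts this gene had an FDR of 0.0546. Among females alone the FDR was 0.105 for Mmp28, 0.214 for Mmp17 and 0.209 for this gene.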

The collagenase *Mmp13* was strongly upregulated while *Mmp11*, *Mmp15*, *Mmp17* and *Mmp28* were downregulated, indicating BAPN exerts a pleiotropic effect on ECM matrix degradation. Gene ontology pathway analysis showed BAPN downregulated pathways associated with Arteriovenous Fistula remodeling and Myofibroblast Differentiation including cellular response to TGF-β signaling at 21 days while pathways associated with Immune Signaling, especially the adaptive immune response, were upregulated (Figure 7D).

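The members of the Gene Ontology terms of Figure 7D, which the paper analysed on differentially expressed matrisome genes, were not used here. Lists of genes written before the data were examined were tested instead with limma camera (preset correlation 0.01). The chemokine, integrin, TGF-β, Hippo, growth factor, smooth muscle and fibroblast lists hold genes that the paper discusses from these same libraries. Their shifts are therefore not independent evidence. With BAPN, 11 of 18 lists shifted lower and 5 higher at an FDR below 0.05. Of the 35 splits of the libraries into 4 and 4, 3 gave at least as many lists, the real one included, and the others had a median of 9.5. Notch signaling had a median log2 fold change of -1.01 (16 genes, FDR 6.35e-07) and Wnt signaling one of -0.59 (27 genes, FDR 2.02e-06). TGF-β signaling had a median of -0.49, with 19 of 23 genes lower and 10 of them called singly (FDR 0.000158). The insulin-like growth factor axis (median -0.65, 13 genes, FDR 5.56e-05) and the fibroblast growth factor axis (-0.72, 15 genes, FDR 9.16e-05) were also lower. On the higher side, all 21 genes of the interferon response rose (median 0.74, FDR 1.31e-05), as did 18 of 20 macrophage markers (0.60, FDR 0.000611) and 19 of 24 chemokines (0.57, FDR 0.0344). Endothelial markers (-0.77, FDR 0.000123), fibroblast markers (-0.38, FDR 0.00452) and adipocyte markers (-0.90, FDR 0.0145) were lower. Schwann cell and nerve markers were not called (-0.25, FDR 0.178). The chemokines lost their call without BAPN 1 (FDR 0.0505), BAPN 3 (FDR 0.0549) or Vehicle 4 (0.35, FDR 0.0766) and with sex as a covariate (0.42, FDR 0.0593). The adipocyte markers lost theirs without Vehicle 2 (FDR 0.0888) and with abundant members only (-0.60, FDR 0.0886), and the fibroblast markers among females alone (-0.17, FDR 0.0796). The median of the fibroblast markers was -0.21 without Vehicle 4, -0.60 without BAPN 2 and -0.64 without Vehicle 2. That of the Schwann cell and nerve markers ranged from -0.42 (without BAPN 2) to -0.11 (without Vehicle 4). With fry, which keeps the correlation between genes, 8 lists passed, and each of them was lower: smooth muscle contraction, Notch, Wnt, TGF-β and Hippo signaling, both growth factor axes and the endothelial markers. None of the 5 higher lists passed with fry (FDR 0.0692 for the interferon response). With the correlation estimated in camera, 0 of 18 lists passed and 1 had an unadjusted p below 0.05. From the differential expression of matrisome genes, the paper proposes that BAPN acts on remodeling through the ECM structure and related signaling.

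**Figure D3:**
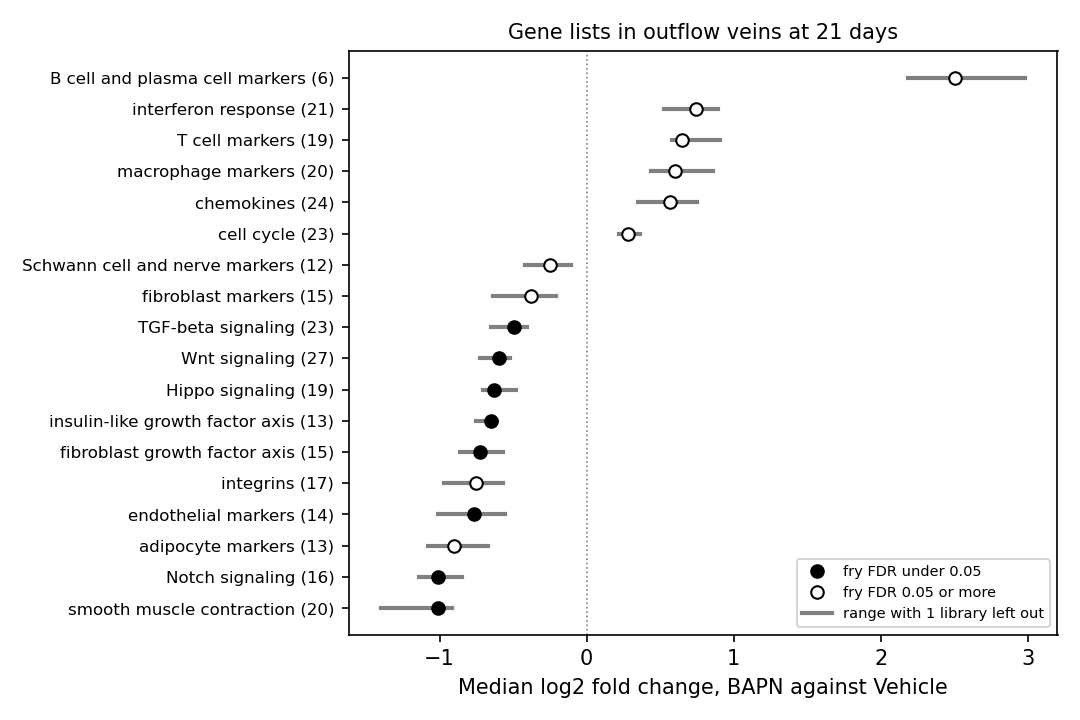
Median log2 fold change of each of 18 gene lists (BAPN against vehicle, number of tested genes in parentheses), with the range over the 8 fits that left out 1 rat as a line. The 8 filled points, all below 0, are the lists with an FDR below 0.05 in fry. The smooth muscle, TGF-β, Hippo and growth factor lists among them hold genes that the paper names from these libraries.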

**FIGURE 7:**
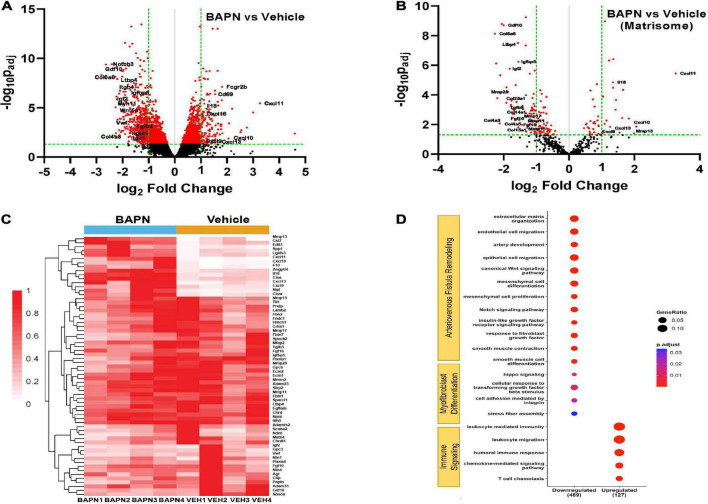
Differential AVF gene expression with BAPN treatment. Volcano plot of all genes **(A)** and matrisome genes **(B)** with BAPN Treatment at 21 days. Red dots = p_*adj*_ < 0.05. **(C)** Heat map of matrisome genes upregulated log_2_ fold > 1.0 or downregulated log_2_ fold < –1.0 compared to vehicle controls. **(D)** Gene ontology pathway analysis of differentially expressed p_*adj*_ < 0.05 matrisome genes. Pathways associated with AVF remodeling and myofibroblast differentiation were downregulated while pathways related to immune signaling were upregulated with BAPN treatment.

## Discussion

In the present study, we have demonstrated that periadventitial LOX inhibition using biodegradable PLGA nanofiber scaffolds with directional BAPN release improves AVF vascular remodeling in rats. We successfully fabricated bilayer nanofibrous scaffolds which sustained BAPN release and conferred directional release behavior compared to single-layer scaffolds. We performed a combination of functional and histological analyses to show that periadventitial LOX inhibition is a feasible strategy to promote outward remodeling, prevent fibrosis, and improve biomechanical properties in AVF *in vivo*. BAPN treatment with bilayer scaffolds improved vein diameter, flow, vascular compliance and reduced adventitial fibrosis. Analysis of cell phenotypes revealed BAPN treatment decreased SMA +, FSP-1 +, and LOX + cells and increased Myh11 + cells at day 21 which was associated with a decrease in the profibrotic TGF-β staining.

Researchers have sought periadventitial therapies to improve AVF outcomes for decades (26–28). We previously demonstrated the feasibility of pan-LOX inhibition using BAPN as a promising strategy to encourage adaptive vascular remodeling when delivered systemically in rat AVFs (3). The rat AVF model is preferable to mouse models as it uses larger, peripheral vessels, resembling that of clinical AVF. It also recapitulates the features of vascular remodeling observed in humans and porcine models such as upregulation of matrix metalloprotease (MMP)-2 and – 9 and the formation of venous stenosis and a VNH lesion comprised of SMA + cells (29). In this earlier study, we used an electrospun nanofiber wrap as a proof-of concept to compare local delivery with systemic administration. We showed that local LOX inhibition reduced fibrosis and collagen crosslinking and improved AVF distensibility and stiffness compared to vehicle controls. In the current study, we optimize our scaffold, utilizing a bilayer design to control the direction of BAPN release thereby preventing perivascular drug loss and improving release characteristics to maximize its efficacy. With this design, we demonstrate a significant improvement in blood flow compared to the previous study. In addition, we analyze the effects of sustained, directional LOX inhibition on the biological aspects of vascular remodeling at the tissue, cellular, and genetic level that were not assessed in previous studies.

A plethora of strategies have been proposed to promote outward vein remodeling after AVF creation. Topical recombinant elastase has been proposed to improve AVF dilation and maturation by cleaving elastic fibers to allow for luminal expansion (30). Alternatively, BAPN may be used to encourage outward remodeling, especially within the AVF proteolytic microenvironment (31). However, a local, controlled delivery system is required to promote dilation without aneurysms or lathyrogenic effects (32). Herein, we describe the feasibility of a bilayer PLGA-based nanofiber scaffold for the unidirectional, sustained periadventitial delivery of BAPN to newly created AVFs, maximizing the therapeutic effect of BAPN and providing mechanical support to the vessel during remodeling similar to an external stent (33). PLGA has been employed as a biomaterial for drug delivery due to its biocompatibility and tunable release properties (34) while nanofibers are commonly employed in tissue engineering as scaffolds due to their biodegradability, porosity, ECM-like architecture which enable cell-mediated remodeling and tissue integration (35, 36). By combining PLGA nanofiber layers with different degradation, and consequent release rates, it was possible to control the direction of drug release (37). It is also essential to maintain therapeutic BAPN levels to achieve an effect, as BAPN-depleted LOX is quicky replenished (38). Our nanofiber system provided controlled BAPN release for more than a month, the typical timeframe for maturation, while attenuating the burst release seen with our previous single-layer design. Indeed, periadventitial LOX inhibition with BAPN-loaded nanofibers improved AVF dilation over 3 weeks and led to adaptive remodeling using a much smaller dose (142.5 μg) than aneurysm and dissection models which typically co-administer BAPN with angiotensin II or elastase (39).

There has been copious research into LOX inhibition as a potential strategy to prevent fibrosis and pathological microenvironments (40, 41). BAPN functions to irreversibly inhibit the activity of LOX and its analogs by binding to the active site, preventing the post-translational crosslinking of collagen and elastin fibrils and reducing tissue stiffness. Indeed, we show that periadventitial LOX inhibition with BAPN-releasing scaffolds decreased fibrosis, especially in the adventitia which has been previously associated with AVF failure (42), and improved flow and vascular compliance. Interestingly, LOX inhibition had little effect on the amount of the fibrous collagens within the vascular wall despite reducing fibrosis. It has been reported that increased tissue stiffness results from dysregulated LOX activity and subsequent changes in ECM architecture rather than increases in collagen concentration and that LOX inhibition is a viable strategy to improve tissue function and normalize collagen fibrillogenesis (43).

MFs have been implicated in vascular stenosis, fibrosis and VNH (9, 10). MFs arise from mesenchymal cells that acquire expression of SMA, activated adventitial fibroblasts or synthetic VSMCs that lose contractile gene expression. Periadventitial BAPN scaffolds reduced SMA + and FSP-1 + expression, indicating a decrease in MFs. Additionally, BAPN increased MYH11 + staining indicating an enhancement in differentiated VSMCs. Both VSMCs and adventitial fibroblasts alter their phenotypes in response to stiffness *via* TGF-β signaling (44, 45). TGF-β and LOX are both implicated in AVF failure and MF differentiation (3, 46) and were reduced with BAPN. LOX expression is induced by TGF-β (47) so the reduction in both factors may be intricately related. While cell lineages were not determined, these results reveal periadventitial BAPN therapy encourages favorable AVF remodeling by perturbing the fibrotic feedback loop (24, 48) and preserving a differentiated VSMC phenotype.

LOX primarily exerts its effects through the posttranslational crosslinking of ECM proteins but also regulates the promoter activity of its substrates collagen III and elastin (49, 50), meaning LOX inhibition may affect fibrosis *via* multiple mechanisms. Accordingly, we utilized bulk RNA sequencing and subsequent pathway analysis to deconvolute the effects of periadventitial LOX inhibition on AVF remodeling and fibrosis. Surely BAPN had a drastic effect on the expression of matrisome genes, indicating its benefits stem from the impact of LOX inhibition on ECM structure. We hypothesized BAPN would impact the deposition of the fibrous collagens collagen I and collagen III yet noted no difference using immunohistochemistry, despite reduced trichrome staining. While both *Cola1* and *Col3a1* were downregulated with BAPN, there was abundant gene transcription in both groups (Supplementary Table 1), meaning differences at protein expressions might not be detectable using immunohistochemistry and a more direct method should be used. 

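In the count files Col1a1 and Col3a1 ranked 2 and 3 among all genes by mean CPM. Col1a1 took 0.989% to 1.6% of all counts in the BAPN libraries and 1.22% to 4.67% in the vehicle libraries. Col3a1 took 0.955% to 1.66% and 1.38% to 3.78%. The lowest count of either gene in any library was 238103, so counting error was small beside the differences between rats. Averaged over the 8 libraries, the base mean was 642383 for Col1a1 and 617312 for Col3a1.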

Still, this indicates that BAPN-treated AVFs had reduced fibrous collagen production while controls continued fibrotic deposition. Conversely, *Col4a3*, *Col4a5*, *Col6a6*, *Col14a1*, *Col15a1*, and *Col28a1* were all substantially downregulated in the BAPN group suggesting LOX inhibition may hinder fibrosis by influencing basement membrane and microfibrillar protein synthesis and explains the reduction in trichrome staining despite no reduction in collagen I and III staining.

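A list of 23 cell cycle genes, the closest of the tested lists to proliferation, shifted higher with BAPN. The list was not drawn from the differentially expressed matrisome genes that the paper's pathway analysis took. Its median log2 fold change was 0.28, 20 of 23 genes were higher, and Pcna alone was called singly (FDR 0.00899 for the list in camera and 0.167 in fry). The most abundant member, Mki67, was at 93.7 CPM with BAPN and 74.1 CPM with vehicle (log2 fold change 0.34, standard error 0.18, FDR 0.196). With each rat left out in turn, the median of the list ranged from 0.22 to 0.36, and the call was lost without BAPN 1 (FDR 0.0505).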

Pathways associated with AVF remodeling were primarily downregulated with BAPN treatment after 21 days, including cell proliferation, migration, differentiation, and ECM organization. Of interest, Smooth muscle cell differentiation, and Smooth muscle contraction were both downregulated; one possible explanation is that AVFs treated with BAPN had completed their remodeling program by 21 days so genetic transcripts had achieved steady state. Indeed, BAPN treated AVFs already had significant lumen expansion and arterialization as evidenced by histology. For example, *Myh11* was significantly reduced at the RNA level despite increased MYH11 + staining.

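All 20 genes of the smooth muscle contraction list were lower in BAPN-treated veins, with a median log2 fold change of -1.01, and 11 were called singly (FDR 3.06e-08 in camera and 0.0238 in fry). The mean log2 CPM of the list was 6.49, 7.32, 6.01 and 6.13 in BAPN 1 to 4 and 7.26, 7.50, 7.69 and 7.92 in Vehicle 1 to 4. BAPN 2 thus lay above Vehicle 1 (exact two-sided permutation test, p = 0.0571). The most abundant members were not called. Tagln was at 978 and 1520 CPM (log2 fold change -0.64, standard error 0.33, FDR 0.217) and Acta2 at 688 and 1150 CPM (-0.75, standard error 0.44, FDR 0.26). The log2 fold change of Acta2, which encodes the stained SMA, was -1.28 (FDR 0.0638) without BAPN 2, -0.44 without Vehicle 4 and -0.02 among females alone. The median of the list among females alone was -0.64.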

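Myh11 (ENSRNOG00000057880) was at 411 ± 190 CPM with BAPN and 1244 ± 219 CPM with vehicle (SD, n = 4 in each group). Its log2 fold change was -1.60 (standard error 0.29, FDR 0.0148), and every BAPN rat was below every vehicle rat (exact two-sided permutation test, p = 0.0286). With each rat left out in turn, the log2 fold change stayed between -1.97 and -1.45, and the gene was called in all 8 fits. Among females alone it was not called (-1.29, FDR 0.111).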

TGF-β, BMP, and insulin growth factor are all associated with AVF stenosis (23, 51–53). TGF-β in particular plays an important role in AVF vascular remodeling, regulating ECM deposition and VSMC proliferation (54, 55). 

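Ltbp3 (ENSRNOG00000020813) fell from 323 ± 102 CPM with vehicle to 168 ± 43.4 CPM with BAPN (SD, n = 4 in each group). This is a log2 fold change of -0.95 (standard error 0.27, FDR 0.0409 in edgeR and 0.0041 in DESeq2). BAPN 1 and BAPN 2, at 198 and 212 CPM, overlapped with Vehicle 2 at 193 CPM (exact two-sided permutation test, p = 0.0857). It kept its call without BAPN 2 or Vehicle 2 only (largest FDR 0.108, without BAPN 3), and its log2 fold change ranged from -1.13 to -0.76 over the 8 fits that left out 1 rat. The call was also lost with sex as a covariate (FDR 0.0934), with the replicate block (FDR 0.119) and among females alone (FDR 0.279).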

*Gdf10, Tgfb3*, and *Igf2* were strongly downregulated with BAPN treatment along with TGF-β and insulin growth factor ECM binding proteins, *Ltbp3*, *Ltbp4* and *Igfbp5*. TGF-β family members are secreted as part of a large latent complex (LLC) that consists of TGF-β, a prodomain known as the latency associated peptide (LAP), and LTBPs which allow for storage in the ECM (56). ECM contraction by SMA expressing cells releases TGF-β from the LLC, allowing it to activate its receptor and in turn enhancing the expression of α-SMA and subsequent MF differentiation (57). Reduced tissue compliance has previously been shown to reduce MF differentiation by preventing the release of TGF-β from the LLC (45). In this study, we show that periadventitial LOX inhibition both reduced stiffness and SMA expression in AVF veins which was associated with a downregulation of genetic processes related to MF differentiation (Figure 7D). Indeed, pathway analysis revealed a reduction in cell-matrix adhesion and cell adhesion mediated by integrin which was associated with significant differential expression of a slew of integrin receptors including *Itga2b, Itgb4, Itgbl1, Itga7, Itga1* with BAPN treatment. 

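Of the 5 integrin genes, Itgb4 changed most clearly, from 156 ± 46.0 CPM with vehicle to 51.3 ± 11.2 CPM with BAPN (SD, n = 4 in each group). The log2 fold change was -1.61 (standard error 0.24, FDR 0.00863), and it was called in all 8 fits that left out 1 rat. Itga2b fell from 9.80 ± 5.20 to 4.20 ± 0.307 CPM (-1.22, standard error 0.33, FDR 0.0401) and kept its call without Vehicle 3 only (largest FDR 0.0932, without Vehicle 1, where its log2 fold change was -0.80). Itga2b was not called with the replicate block (FDR 0.0891) or without a filter on low counts (FDR 0.0505). Among females alone neither Itgb4 (-1.48, FDR 0.0737) nor Itga2b (-1.63, FDR 0.0714) was called. Itga7 (-1.02, standard error 0.34, FDR 0.0637), Itgbl1 (-1.09, standard error 0.37, FDR 0.0707) and Itga1 (-1.26, standard error 0.52, FDR 0.105) did not reach an FDR of 0.05 in edgeR. DESeq2 called these 3 genes, with FDRs of 0.0155, 0.0154 and 0.0324. In edgeR Itga7 was called without BAPN 2 (FDR 0.0499) and Itgbl1 without Vehicle 2 (FDR 0.0331), and without Vehicle 4 the log2 fold change of Itgbl1 was -0.72. Over a list of 17 integrin genes, 14 were lower (median log2 fold change -0.75, FDR 0.00212 in camera and 0.0812 in fry). The most abundant member, Itgb1, was not lower, at 1120 CPM with BAPN and 1000 CPM with vehicle (0.16, standard error 0.17, FDR 0.521).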

Integrin binding functions in MF differentiation *via* two mechanisms: besides cell-ECM interactions that affect cytokine sequestration, integrin binding is directly involved in MF differentiation and fibrosis through mechanosensitive pathways such as Hippo-YAP/TAZ signaling (25). 

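Yap1 (ENSRNOG00000005933) was at 21.0 ± 8.07 CPM with BAPN and 49.5 ± 20.2 CPM with vehicle (SD, n = 4 in each group), a log2 fold change of -1.23 (standard error 0.34, FDR 0.0393). Every BAPN rat was below every vehicle rat (exact two-sided permutation test, p = 0.0286), and the gene kept its call without BAPN 1 or Vehicle 2 only (largest FDR 0.092, without BAPN 4). It was not called with sex as a covariate (FDR 0.0836), with the replicate block (FDR 0.072) or among females alone (FDR 0.2). Of 19 genes of a Hippo signaling list, 15 were lower (median log2 fold change -0.63, FDR 0.000123 in camera and 0.0219 in fry). The most abundant members, Mob1a (0.08, standard error 0.10, FDR 0.579) and Sav1 (0.09, standard error 0.10, FDR 0.52), were not called. Lats2, at 58.6 CPM with BAPN and 95.3 CPM with vehicle, was called (-0.70, standard error 0.17, FDR 0.0251).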

*Yap1* and *Hippo signaling* were decreased in the BAPN group. It is possible LOX inhibition indirectly impacts TGF-β signaling by reducing stiffness and rearranging cryptic ECM integrins while directly perturbing the mechanosensitive MF differentiation feedback loop that culminates with tissue fibrosis (48) and contributes to VNH and constrictive remodeling in AVF.

Lastly, we observed an upregulation of genes associated with the humoral immune response, especially T cell migration. 

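Of 19 T cell markers, 18 were higher in BAPN-treated veins, with a median log2 fold change of 0.65 (FDR 0.00174 in camera and 0.146 in fry), and Cd8a and Cd2 were called singly. Cd8a rose from 8.42 to 21.1 CPM (log2 fold change 1.33, standard error 0.33, FDR 0.0281), while Cd4, the most abundant member, was at 334 CPM with BAPN and 350 CPM with vehicle (-0.07, standard error 0.19, FDR 0.811). The mean log2 CPM of the T cell list was 3.74, 3.43, 3.90 and 2.60 in BAPN 1 to 4 and 2.08, 3.02, 3.04 and 2.38 in Vehicle 1 to 4 (exact two-sided permutation test, p = 0.114). 6 of the B cell and plasma cell markers were abundant enough to be tested. Their median log2 fold change was 2.50 (FDR 0.178 in camera and 0.335 in fry), and without BAPN 4, the male, it was 2.87 (FDR 0.000133). With sex as a covariate the camera FDR was 0.0383. The mean log2 CPM of the B cell and plasma cell list was 3.90 to 4.31 in the BAPN females and 0.807 in the BAPN male, against 1.10 to 2.46 in the vehicle rats. Mzb1 and Cd79b were called singly.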

The positive role of lymphocyte mediated processes on AVF function has been previously reported (58). We propose BAPN improves immune cell migration through its effect on ECM organization which in turn leads to improved T cell signaling, however, the mechanism by which this occurs must be elucidated. In all, findings from RNA sequencing indicate the effects of BAPN on AVF remodeling are intricate and multifaceted.

Still, this study has its limitations. Since BAPN inhibits the entire LOX family, we are unable to determine inhibition of which LOX analogs mediates the therapeutic effect. Another shortcoming is that this report does not include any analysis on the organization of collagen and elastin in the ECM. Lastly, more research must be conducted to understand the mechanism by which reduced AVF stiffness translates into diminished MF differentiation.

In summary, this study describes a periadventitial nanofibrous scaffold that delivers BAPN directly to the AVF adventitia. This intervention was effective in preventing postoperative fibrosis and constrictive remodeling. In total, this data suggests sustained LOX inhibition using periadventitial nanofibrous scaffolds is a feasible approach to improve AVF maturation by encouraging outward remodeling and preserving compliance.

## Data availability statement

The raw data supporting the conclusions of this article will be made available by the authors upon request. The raw RNA-seq data is accessible in NCBI Gene Expression Omnibus through the GEO accession number: GSE225412.

## Ethics statement

This animal study was reviewed and approved by the Institutional Animal Care and Use Committee at the University of Miami.

## Author contributions

BA, FA, LM, and RV-P contributed to the idea and study design. BA fabricated and characterized the nanofiber scaffolds and performed all the remaining experiments and analysis. YW performed the AVF surgeries. BA and AG performed the histological staining and data analysis. MR performed the analysis for the RNA sequencing and constructed the respective figures. BA drafted the manuscript, which was critically reviewed and edited by RV-P, FA, and LM. RV-P and FA were responsible for supervision and mentorship. LM and XY contributed to the fruitful discussions and clinical insights. All authors took part in the interpretation of the results and approved the final version of the manuscript.

# Supplementary material for: Periadventitial β-aminopropionitrile-loaded nanofibers reduce fibrosis and improve arteriovenous fistula remodeling in rats
**Source:** Front Cardiovasc Med. 2023 Feb 28;10:1124106. doi: 10.3389/fcvm.2023.1124106
**Supplement:** Supplementary file 1

| **Gene** | **Base Mean** | **Log_2_ Fold Change** | **FDR** |
| --- | --- | --- | --- |
| *Col14a1* | 26541.71 | -1.23498 | 0.00261621 |
| *Col15a1* | 1042.132197 | -1.273166734 | 0.017008205 |
| *Col1a1* | 642383.1 | -0.91861 | 0.013338 |
| *Col28a1* | 111.9337243 | -1.756095942 | 0.00024705 |
| *Col3a1* | 617311.9 | -0.80555 | 0.015075 |
| *Col4a3* | 114.0162 | -2.12548 | 0.008477 |
| *Col4a5* | 1768.515 | -1.4388 | 0.010432 |
| *Col6a6* | 918.9906 | -2.27055 | 7.42E-09 |
| *Cxcl10* | 1360.465 | 2.060973 | 0.013643 |
| *Cxcl11* | 213.6827 | 3.263555 | 3.59E-06 |
| *Cxcl13* | 11755.05295 | 1.546296 | 0.035118 |
| *Cxcl9* | 1147.361711 | 1.02211187 | 0.041862198 |
| *Fgf10* | 187.2465941 | -1.246678076 | 0.011865157 |
| *Fgf16* | 194.2345599 | -1.172525409 | 0.006360908 |
| *Fgfr2* | 477.4320621 | -1.204580248 | 0.034211091 |
| *Gdf10* | 1043.429928 | -2.003294216 | 2.02E-09 |
| *Igf2* | 570.7135963 | -1.814722388 | 1.70E-06 |
| *Igfbp5* | 17619.09197 | -1.54951 | 5.83E-07 |
| *Itga1* | 1397.431808 | -1.216139359 | 0.037880706 |
| *Itga2b* | 222.1949252 | -1.145413043 | 0.008677228 |
| *Itga7* | 1203.835609 | -0.993182139 | 0.022861234 |
| *Itgb4* | 3294.780872 | -1.59740824 | 8.00E-08 |
| *Itgbl1* | 7015.276142 | -1.054532356 | 0.007572456 |
| *Ltbp3* | 7784.803614 | -0.935533688 | 0.005251236 |
| *Ltbp4* | 7477.758186 | -1.563806042 | 3.16E-08 |
| *Mmp11* | 173.2430243 | -1.12486 | 0.005271 |
| *Mmp13* | 828.8484986 | 1.99006041 | 0.039116809 |
| *Mmp15* | 523.2924704 | -1.007793484 | 0.018250544 |
| *Mmp17* | 325.0963077 | -1.316822319 | 0.003017413 |
| *Mmp28* | 229.0714019 | -1.875547356 | 6.39E-05 |
| Myh11 | 26253.92125 | -1.586125289 | 5.21E-06 |
| *Tgfb1i1* | 3136.922913 | -0.835723337 | 8.50E-05 |
| *Tgfb3* | 6628.595251 | -1.404716025 | 0.000906171 |
| *Tgfbr2* | 10602.35219 | -0.722448665 | 0.009982578 |
| *Tgfbr3* | 5129.655609 | -0.917724743 | 0.000967316 |
| *Yap1* | 1119.08588 | -1.200887006 | 0.003928349 |

Supplementary Table 1: Bulk RNA Seq Genes of Interest

How the deposited data were processed for this re-analysis (not part of the article)

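RNA was measured in outflow veins of 8 rats, 4 with BAPN scaffolds and 4 with vehicle scaffolds, 21 days after AVF creation. The condition, replicate number and sex of each rat were taken from the sample labels. The authors' count files hold, for each rat, whole-number counts of reads per gene for 32623 rat Ensembl genes with their names, without normalization. The deposited counts were used as they are. The libraries were made from total RNA after ribosomal RNA depletion. The paper's text does not name the aligner, the counter, the strand setting or the genome build, so no coordinates are given, and it is not known how reads shared between near-identical genes were counted.

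The total count per library was 47128316, 50470747, 45039451 and 52241007 in BAPN 1 to 4 and 21012276, 19548203, 22442050 and 21921313 in Vehicle 1 to 4. No labels or text name batches. No pair of libraries of a group differed by counting noise alone (chi-square per degree of freedom between 68.58 and 320.8 over tested genes), so each was counted as 1 replicate.

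Genes with a base mean of at least 100 were tested, as in the methods of the paper. The base mean is the mean over 8 libraries of the counts divided by DESeq2 median-of-ratios size factors, and it was computed with DESeq2 1.42.0. This left 11682 genes. The paper's methods name a DESeq plug-in without its version or settings, and DESeq2 was run as an alternative. The comparison used edgeR 4.0.16 (TMM normalization, quasi-likelihood F test, treatment as the only term) in R 4.3.3. The standard errors came from limma 3.58.1 (voom). FDR values are Benjamini-Hochberg adjusted over all tested genes. Log2 CPM used a prior count of 2. Exact permutation tests went through all 70 arrangements of 4 against 4 and were two-sided, so that the smallest p is 0.029. The steps were tested on simulated counts with the real means and library sizes, in which edgeR recovered 88% of 200 changed genes among 11682.

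Matrisome genes were chosen by symbol patterns in 7 families, and gene lists were written by hand (smooth muscle contraction, Notch, Wnt, TGF-β and Hippo signaling, integrins, insulin-like and fibroblast growth factor axes, chemokines, T cell, B cell and plasma cell, and macrophage markers, interferon response, cell cycle, and endothelial, skeletal muscle, adipocyte, Schwann cell and nerve, epidermal keratinocyte and fibroblast markers). Lists with at least 5 tested members were tested with camera and with fry. The skeletal muscle and keratinocyte lists, with 4 tested members each, were not tested. The fibroblast list holds Col1a1 and Col3a1, which the paper discusses from these libraries. The chemokine, integrin, TGF-β, Hippo, growth factor and smooth muscle lists also hold genes that the paper names from these libraries. Eng and Itga8 each stand in a pair of lists.

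The named genes are those of the RNA sequencing text, its discussion and Supplementary Table 1, the lysyl oxidase family, the genes of the stained proteins, the sex check genes, and the 5 genes with the largest and the 5 with the smallest log2 fold change among genes with a symbol, an FDR below 0.05 and no overlap between the groups. Of these 10, 2 are not reported here. Other members of the lists were named where they have the largest mean expression. Col4a4, Cd2, Cd79b, Notch3 and the lung and milk protein transcripts were named after their values were seen. The rules for choosing genes, the comparison of the groups and the alternatives listed next were set before the data were examined. They were DESeq2 with and without its prior on fold changes, other scaling methods, other filters on low counts, sex as a covariate, females alone, the replicate number as a block, equal library totals, and each library left out in turn. A pair of further alternatives, DESeq2 on all genes with the base mean filter applied afterwards and DESeq2 with sex as a covariate, and some tests of the additional observations were chosen after seeing the data. A correction for GC content and gene length was not run, since the reference used here, the RefSeq gene table of assembly GRCr8, served only to compare names (95.3% of tested genes had a name in it) and may be of another build. 141 names stand for more than 1 listed gene. Xist, Uty and Col1a2 were not analysed here. The stained proteins themselves were not analysed here.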

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

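The tests in this part of lung transcripts, of reads from Vehicle 4, and of the splits and symbols of genes that separate the groups were chosen after the values were seen. Among 146 groups of 4 values checked for a rat far from the others, 8 were found, where chance gives about 1 in 20. Each lay in the BAPN group. BAPN 2 stood above the other BAPN rats for Eln (5030 CPM against 877 to 1160), Tgfb1i1 (88.9 CPM against 63.1 to 66.8) and Tgfb3 (200 CPM against 80.6 to 89.2). Without BAPN 2 the log2 fold change of Eln went from -0.99 (FDR 0.26) to -2.03 (FDR 0.0236). BAPN 3 stood below the others for Fn1 (8550 CPM against 11000 to 11300), and BAPN 1 above them for Lilrc2 (9.06 CPM against 4.26 to 4.67). BAPN 4, the male, stood below the females for Cxcl13 (182 CPM against 617 to 727), Il18 (48.2 CPM against 58.5 to 60.8) and the mean log2 CPM of the B cell and plasma cell markers (0.807 against 3.90 to 4.31). The group holds 1 male, so an effect of sex and a property of that rat cannot be separated. A test of the difference in BAPN effect between females and males called 0 genes at an FDR below 0.05, with 1442 of 11682 at an unadjusted p below 0.05.

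The Y-linked genes Kdm5d and Eif2s3y, which the paper does not report, were expected only in males. They were at 36.4 to 41.2 CPM and 41.7 to 59.5 CPM in the 3 males and had no counts in 4 of the females. Vehicle 1, labelled female, was at 2.01 CPM for Kdm5d (43 counts) and 2.86 CPM for Eif2s3y (61 counts), which is 5.1% and 5.72% of the mean of the males. Ddx3y, also taken as Y-linked, did not follow sex, at 0.332, 0.256 and 0.346 CPM in the BAPN females, 0.494 CPM in Vehicle 2, 0 in Vehicle 1 and at most 0.0835 CPM in the males. Reads or RNA from another male library of the series would bring its own transcripts at the same share. For Vehicle 4, 6 transcripts confined to it among the vehicle libraries appeared in Vehicle 1 at 1.26% of its level, with 20 counts where 85.8 were needed. This argues against Vehicle 4 as the source only if these transcripts were in its RNA before any transfer. They include the lung transcripts Scgb1a1, Sftpb and Sftpc, which may have entered Vehicle 4 separately, so Vehicle 4 is not excluded. For BAPN 4 only 1 transcript could be used (8 counts where 56.6 were needed) and for Vehicle 3 there were 0, so these sources, and male tissue from outside the series, cannot be told apart. No biological explanation was tested.

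Transcripts of lung epithelium appeared in Vehicle 4, with Scgb1a1 at 30.0 CPM (at most 0.609 CPM elsewhere) and Sftpc at 17.7 CPM (0 counts elsewhere). Of 13 lung markers with a count, 9 were highest in Vehicle 4, and 6 had no count in the other 7 libraries. Sftpb was at 5.73 CPM and Sftpa1 at 2.34 CPM. Napsa was lowest in Vehicle 4 and was expressed at 22 to 74.3 CPM in all libraries, so its level here does not set lung apart. RNA of lung tissue or reads from a lung library may therefore be present in Vehicle 4, which is also the library with the highest Col1a1. The sources cannot be separated with counts, and no biological explanation was tested.

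The clone-named gene AABR07015055.2 was at 48.8 CPM on average with BAPN and at 0.0494 to 0.8 CPM in the vehicle rats, and Snrpg was at 14.2 CPM with BAPN and 3.04 CPM with vehicle. In 39 tested genes the lowest library of one group was at least 2 times the highest of the other (after adding 0.5 CPM), 16 with higher and 23 with lower expression with BAPN. Of the 35 ways to split the 8 libraries into 4 and 4, only the real one (1 of 35) gave as many, and the next gave 7. With all libraries thinned to one total, 33 of the 39 kept the gap, which argues against sequencing depth itself. Genes without an approved symbol (clone, locus or pseudogene names) were 17 of the 39, or 43.6%, against 5.58% of the other tested genes (Fisher's exact test, two-sided p = 9.33e-12). AABR07007675.1 went the other way, from 37.9 to 55.7 CPM with vehicle to 0.334 to 0.969 CPM with BAPN. Reads shared between near-identical copies and assigned differently between the groups of libraries are a candidate explanation for these genes. It cannot be tested further without sequences, and named genes such as Esr1, Notch3 and Gdf10 are also among the 39. An effect of BAPN remains open for them.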

How the results depend on the processing

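edgeR and DESeq2 differed in how many genes they called. DESeq2 called 3202 genes and 160 matrisome genes where edgeR called 1957 and 93. DESeq2 on all genes with the base mean filter applied afterwards, chosen after seeing the data, called 2949 and 151. In the simulated counts 46 of 235 DESeq2 calls and 5 of 181 edgeR calls were false. With sex as a covariate edgeR called 930 genes, 72 with a log2 fold change above 1, and 53 matrisome genes. Among females alone, with 5 rats, it called 89 genes, 34 above 1, 51 below -1, and 8 matrisome genes.

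Libraries that share a replicate number did not deviate together (correlations 0.0944, -0.265, 0.269 and -0.14), so the numbers do not pair the rats. With the replicate number as a block, 556 genes were called, 59 above 1 and 225 below -1, and 26 matrisome genes, and the log2 fold change of Fn1 was 0.00639 in place of -0.06. The cause of these changes was not tested.

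Over the 8 fits that left out 1 library, the calls ranged from 397 (without Vehicle 1) to 2215 (without Vehicle 2), those above 1 from 45 to 181, those below -1 from 170 to 672 and the matrisome calls from 22 to 130, with both ends from the same libraries. Without BAPN 2, 3 and 4 the calls were 1224, 745 and 856, and without Vehicle 3 and 4 they were 1210 and 963. The lists past the threshold ranged from 14 to 17. All 1957 genes kept their direction in each of these fits.

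Scaling changed little, except that total counts without further normalization shifted the median of tested genes from 0.02 to -0.04 and the higher share of calls from 44.8% to 30.3% (504 higher and 1161 lower). At equal library totals 1887 genes were called, 1814 of them among the 1957. Thinning equalises depth and cannot remove other differences between the groups of libraries. Median-of-ratios size factors, upper-quartile normalization, filterByExpr and no filter on low counts kept the number of calls within 1.5 times, from 1539 to 1924.

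With camera's correlation estimated from the data, 0 of 18 lists passed, against 16 with the preset value, and the smallest FDR was 0.333. The Schwann cell and nerve markers, not called in any fit, changed sign without a filter on low counts (0.0357), among females alone (0.0892) and with abundant members only (0.00552). The B cell and plasma cell markers, not called in edgeR with all rats, were called with DESeq2 (FDR 0.00783), without a filter on low counts, with filterByExpr, with sex as a covariate, among females alone, with the replicate block and without BAPN 4 (2.87). Single genes that changed sign were not called either. Lox went from -0.17 to 0.25 among females alone, and over the fits that left out 1 library from -0.379 to 0.0397 (without Vehicle 4). Fn1 ranged over these fits from -0.250 to 0.113 (without Vehicle 4), and was also above 0 without BAPN 3 (0.0310) and without Vehicle 1 (0.0341). Tgfb1 ranged from -0.325 to 0.00595 (without Vehicle 2). Over all alternatives and the 54 named genes tested, 921 values kept direction and call, 134 lost the call, 72 gained it and 7 changed sign. For the lists these numbers were 355, 26, 9 and 3.

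The alternatives with a correction for GC content and gene length, alone or with the block, were not run.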

Differences from the paper's values

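For Tgfb1 the paper's text gives a log2 fold change of -0.836, and the value here was -0.16. None of the alternatives set before the data were examined closed the gap, the nearest being females alone at -0.45. Supplementary Table 1 of the paper gives -0.836 for Tgfb1i1, for which the value here was -0.83.

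For Mmp13 the paper's Supplementary Table 1 gives 1.99, and the value here was 1.20 (standard error 0.69). The replicate block (1.89), sex as a covariate (1.48), and leaving out BAPN 1 (1.31), BAPN 2 (1.32), Vehicle 1 (1.37) or Vehicle 2 (2.02) brought the value within the standard error of the paper's. The other alternatives set before the data were examined did not. None of them called the gene. DESeq2 with sex as a covariate, chosen after seeing the values, gave 1.52 and called it (FDR 0.0492).

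All 36 genes of the paper's Supplementary Table 1 have an FDR below 0.05 there, and edgeR called 22. DESeq2, with or without its prior on fold changes, called 35, and edgeR without Vehicle 2 called 25, which is within 1.5 times. DESeq is the tool that the paper's methods name. Of the alternatives chosen after seeing the values, DESeq2 before the base mean filter called 34 and DESeq2 with sex as a covariate called 29. The other alternatives set before the data were examined called between 1 (females alone) and 23 (total counts only). The 14 genes that edgeR did not call are Col1a1, Col3a1, Col14a1, Col15a1, Col4a3, Col4a5, Cxcl9, Cxcl13, Fgfr2, Itga1, Itga7, Itgbl1, Mmp13 and Mmp15, and DESeq2 called each of them except Mmp13. edgeR called Col1a1, Col3a1, Col14a1, Cxcl13, Itgbl1 and Mmp15 without Vehicle 2, Cxcl13 also without BAPN 4, Col14a1 also with total counts only, and Col4a5, Fgfr2 and Itga7 without BAPN 2. Adjusted over the list alone, edgeR called 35 of the 36, which is no independent evidence, since the study chose the list on these libraries. All 36 genes had the direction of the table, and the base means differed by at most 3.24e-05%. Cxcl16, which the paper names as enriched, had an FDR of 0.0541 in edgeR, 0.0101 in DESeq2 and 0.034 in edgeR without Vehicle 2.

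The paper's depth is more than 40 M raw reads per sample. The median of reads counted on genes was 48.8 M in the BAPN group and 21.5 M in the vehicle group. Raw reads and counted reads are different measures, and no alternative bears on this.

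The paper describes cell proliferation among the pathways that fell with BAPN. The cell cycle list tested here, which is not the paper's term, had a median log2 fold change of 0.28. The paper's pathway analysis took differentially expressed matrisome genes, and this list was not drawn from them, so these are different measures. The paper describes Tgfb1 as significantly lower, and its FDR here was 0.601 in edgeR and 0.574 in DESeq2.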

Other observations

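The test for batches and the test of males in this part were chosen after the values were seen. The calls rest on the real grouping of the libraries. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many called genes as the real split, which is the real one itself. The same held for genes above 1, taking the larger side of each split (1 of 35), genes below -1 (1 of 35) and matrisome genes (1 of 35). The other 34 splits gave 0 called genes, with a median of 267 and at most 2515 genes at an unadjusted p below 0.05, against 4184 in the real split. For the gene lists, 3 of 35 splits gave as many lists past the threshold of camera with its preset correlation, and the median of the other splits was 9.5 lists, so that count does not set the real grouping apart.

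Library size also follows the grouping. With totals made equal, 1887 genes were called, which argues against depth itself as the source of the calls. The lowest BAPN total was 2.01 times the highest vehicle total, so a batch of library preparation or sequencing that follows the groups and an effect of BAPN cannot be told apart, since no fit can hold both. A shift of housekeeping families goes with the grouping. Of 73 ribosomal protein genes 70 were higher with BAPN (median log2 fold change 0.58, 36 called), as were 42 of 43 NADH dehydrogenase subunit genes (median 0.36) and 68 of 71 mitochondrial ribosomal protein genes (median 0.37). The median of the ribosomal protein genes lay between 0.41 (without BAPN 3) and 0.65 over the alternatives, total counts included (0.52). These families were chosen after their values were seen, and a check of gene length was not made.

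The paper allocated separate rats to histology and to RNA sequencing, so RNA and staining can be compared only between groups. The RNA of some stained proteins did not follow the staining. S100a4, which encodes FSP-1, was at 860 ± 227 CPM with BAPN and 414 ± 67 CPM with vehicle (SD, n = 4 in each group), higher in each BAPN rat than in any vehicle rat (log2 fold change 1.05, standard error 0.20, FDR 0.017 in edgeR, exact permutation p = 0.0286), while the paper reports less FSP-1 staining. The call was lost without Vehicle 1 (FDR 0.0573), with the replicate block (FDR 0.0588) and among females alone (FDR 0.132). Lox was at 436 ± 82.9 and 490 ± 176 CPM (-0.17, standard error 0.29, FDR 0.678), while the paper reports less LOX staining. With this standard error a decrease of Lox RNA is not excluded. Of the family, Loxl1 was lower in each BAPN rat than in any vehicle rat (-0.69, standard error 0.22, FDR 0.0623). Loxl2 (-0.89, standard error 0.32, FDR 0.0817) overlapped between the groups, as did Loxl3 (-0.58, standard error 0.36, FDR 0.295) and Loxl4 (-0.50, standard error 0.29, FDR 0.251). Without Vehicle 4 the log2 fold change was -0.46 for Loxl1 and -0.08 for Loxl3, and without Vehicle 1 it was -0.21 for Loxl4. Without Vehicle 2 edgeR called Loxl1 (FDR 0.0351) and Loxl2 (FDR 0.0443), as did DESeq2 with all rats (FDR 0.0131 and 0.026). With total counts only edgeR called Loxl1 (FDR 0.045). Of the alternatives chosen after seeing the values, DESeq2 before the base mean filter called both (FDR 0.0179 and 0.0297) and DESeq2 with sex as a covariate called Loxl1 (FDR 0.0433). Eln (-0.99, standard error 0.56, FDR 0.26) and Fn1 (-0.06, standard error 0.29, FDR 0.905) were not called. For elastin and fibronectin the paper reports only trends in staining.

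Fibroblast, smooth muscle and endothelial lists fell with BAPN while macrophage markers rose, Lyz2 from 13000 to 31500 CPM (FDR 0.0722). A larger share of leukocyte RNA may explain this. It would lower the other lists alike. The mean log2 CPM changed by -1.11 for smooth muscle contraction, -0.80 for endothelial markers and -0.48 for fibroblast markers. The smallest exact permutation p of the 3 differences between these changes was 0.0857 (smooth muscle against fibroblast), so a common fall is not excluded. The adipocyte markers (-0.70) and the Schwann cell and nerve markers (-0.28) were not part of this comparison. An effect of BAPN on the cells themselves stays open.

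Vehicle 4 had the highest Col1a1, Col3a1 and Col14a1. Without it their log2 fold changes kept 54.6%, 62.4% and 69.9% of their size. Each kept more than the 50% set as the limit before the test, but none of the 3 was called without it (FDR 0.274, 0.256 and 0.111), nor with all libraries in edgeR, so Vehicle 4 as the source of the decrease is not excluded, and it and an effect of BAPN cannot be told apart at this number of rats. Among females alone Col1a1 was at -0.17 and Col3a1 at -0.31, and the test of a difference between the sexes gave an FDR of 0.456 and 0.63 in edgeR. Mmp13 had a log2 fold change of 0.3567 among females alone against 1.20 over all rats, but one of 1.484 with sex as a covariate. The difference between the male and the female effect was 3.20 on the log2 scale (unadjusted p = 0.00161, FDR 0.186 in edgeR). These values point both ways, and with 1 BAPN male the unequal number of males in the groups and an effect of BAPN on Mmp13 cannot be told apart.

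The milk protein transcripts Csn1s1, Csn3 and Lalba were highest in a pair of females, BAPN 2 and Vehicle 2. Csn1s1 was at 55.4 CPM in BAPN 2 and 56.4 CPM in Vehicle 2, Csn3 at 48.7 and 35.7 CPM, and Lalba at 11.2 and 11.6 CPM, while Lalba had no count in the 3 males. Csn1s1 was also at 4.17 CPM in the male Vehicle 3. Csn2 was high in Vehicle 2 only, at 17.6 CPM, with 0 CPM in BAPN 2 and at most 0.664 CPM elsewhere. These markers were chosen after their values were seen, and no explanation was tested.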
